# Integrated analysis of transcriptomics, proteomics and metabolomics data reveals the role of SLC39A1 in renal cell carcinoma

**DOI:** 10.3389/fcell.2022.977960

**Published:** 2022-11-03

**Authors:** Yulin Yuan, Zimeng Liu, Bohan Li, Zheng Gong, Chiyuan Piao, Yang Du, Bo Zhan, Zhe Zhang, Xiao Dong

**Keywords:** metabolic reprogramming, multi-omics analysis, SLC39A1, renal cell carcinoma, signal transduction

## Abstract

**Purpose:** Accumulating evidence suggests that solute carrier family 39 member 1 (SLC39A1) conceivably function as a tumor suppressor, but the underlying mechanism in renal cell carcinoma (RCC) is poorly understood.

**Methods:** OSRC-2 renal cancer cells were first transfected with SLC39A1 overexpressed vectors and empty vectors and then used in transcriptomics, proteomics, and metabolomics integrated analyses.

**Results:** SLC39A1 significantly altered several metabolisms at transcriptional, protein and metabolic levels, including purine and pyrimidine metabolism, amino acids and derivatives metabolism, lactose metabolism, and free fatty acid metabolism. Additionally, SLC39A1 could promote ferroptosis, and triggered significant crosstalk in PI3K-AKT signal pathway, cAMP signal pathway, and peroxisome proliferators-activated receptor (PPAR) signal pathway.

**Conclusion:** We found SLC39A1 transfection impaired tumor metabolism and perturbed tumor metabolism-related pathways, which was a likely cause of the alteration in cell proliferation, migration, and cell cycle progression in RCC cells. These multi-omics analyses results provided both a macroscopic picture of molecular perturbation by SLC39A1 and novel insights into RCC tumorigenesis and development.

## 1 Introduction

Renal cell carcinoma (RCC), the most universal renal malignancies, ranked 8th in all estimated cancer cases in 2021. The past few decades have witnessed steadily growing incidence and mortality of RCC in worldwide (Siegel et al., 2021). The new cases and new deaths of RCC on a global scale were 431,288 and 179,368 in 2020 (Sung et al., 2021). The blurred knowledge of oncogenic molecular mechanism and the insensitivity to chemoradiotherapy after metastasis contribute to inefficient clinical management of RCC patients (Lalani et al., 2019). Hence, there has been growing interest in understanding RCC pathogenesis to enhance diagnostic sensitivity and improve therapeutic outcomes.

Recently, increasing evidence indicated the relation between tumorigenesis and intricate changes in metabolic pathways, which was so-called metabolic reprogramming (Wettersten et al., 2017). The Warburg Effect, an emerging hallmark of tumor metabolism reprogramming, referred to the phenomenon that tumor cells were prone to increasing glucose absorption and facilitating its conversion to lactate regardless of normal mitochondria and sufficient oxygen. The glycolytic switch in cancer cells allowed glycolytic intermediates metabolites to participate in nucleotide and amino acid synthesis *in vivo* and therefore, sustained long-term tumor growth, proliferation, and survival (Hanahan and Weinberg, 2011; Liberti and Locasale, 2016). A few studies had posed that RCC was a metabolic disease. The development of RCC was characterized by the alteration in glucose metabolism and tricarboxylic acid cycle (TCA cycle). ATP and other organic molecules produced in reprogrammed carbohydrate metabolic processes, such as upregulated aerobic glycolysis and pentose phosphate pathway, enabled renal cancer cells to tolerate various stress and immune damage (Chakraborty et al., 2021). And lipid synthesis was reported to be downregulated and significant alteration in fatty acid (FA) metabolism was discovered in RCC. Several FA metabolic enzymes had been identified as potential clinical prognostic markers (Zhao et al., 2019; Chakraborty et al., 2021). Moreover, amino acid metabolism was also reprogrammed. Arginine and tryptophan levels were reduced in RCC (Wise and Thompson, 2010). The glutamine metabolism of renal cancer cells had long been studied. Glutaminolysis generated amount of α-ketoglutarate to maintain TCA cycle and provides nitrogen for protein and nucleotide synthesis (Weiss, 2018). It was also speculated that elevated glutamine utilization facilitates RCC cells to attenuate oxidative stress by feeding the glutathione/glutathione disulfide (GSH/GSSG) antioxidant system, rather than for energy production in TCA cycle, thereby obtaining survival advantages (Wettersten et al., 2015). Notably, nucleotide metabolism had received little attention, which needed further research.

SLC39A1, also known as ZIP1, was responsible for transferring zinc ions into cells. There are 14 protein members in ZIP family. There were 8 transmembrane domains in ZIP proteins and zinc transport was thought to be related to an intracellular loop located between domains III and IV (Guerinot, 2000; Milon et al., 2006). Native and endogenous ZIP1 showed intracellular distribution and partly resided in endoplasmic reticulum (ER) in epithelial cells and prostate cancer cells, but in erythroid cells ZIP1 was sorted to the plasma membrane (Milon et al., 2001). SLC39A1 was reduced and inhibited tumor progression in prostate cancer (Golovine et al., 2008). In ovarian, colon, stomach, and lung mucinous carcinomas, SLC39A1 also showed significant and persistent low expression (Desouki et al., 2015). Our previous work had confirmed SLC39A1 demonstrated low expression in RCC tissues and the expression of SLC39A1 was negatively correlated with Fuhrman stage and clinical stage. Knocking down SLC39A1 remarkably promoted tumor proliferation and invasion ability and miR-223 was responsible for the dysregulation of SLC39A1 in RCC (Dong et al., 2014; Dong et al., 2018). Zinc was an essential microelement that was gaining momentum for its anti-cancer activity in multiple cancers (Hoang et al., 2016). Zinc took part in lipid and glucose metabolism and impaired cellular energy production and triggered accumulation of reactive oxygen species (ROS) *via* inhibiting glycolysis and the mitochondrial electron transport chain (Dineley et al., 2003; Olechnowicz et al., 2018a). Besides, zinc altered choline metabolism, leading to lymphoma cell apoptosis (Yoon et al., 2021). Thus, we hypothesized the altered landscape of metabolism and signal transduction pathways caused by SLC39A1 might lie behind its inhibition effect on tumorigenesis and malignant progression in RCC.

In our work, transcriptomics, proteomics, and metabolomics studies were performed on human renal cancer cell (OSRC-2) samples, composed of cells transfected with the negative control virus (NC) and SLC39A1 lentivirus (ZIP), aiming to identify key alteration arising from SLC39A1 in RCC. Transcriptomics analysis was applied to uncover the alteration in genes and proteomics analysis indicated functional changes. Metabolomics reflected specific metabolic changes. Finally, we integrated three sets of data to figure out significantly perturbed pathways at transcription, protein and metabolism levels and to identify potential downstream molecules for SLC39A1 that may aid in understanding its tumor suppression effects, thereby providing new insights for RCC diagnosis and treatment.

## 2 Materials and methods

### 2.1 Cell culture

OSRC-2 cells were obtained from Type Culture Collection Cell Bank of Chinese Academy of Sciences (Shanghai, China). RPMI-1640 medium (HyClone, Logan, UT, United States) supplemented with 10% fetal bovine serum (FBS; Biological Industries, Beit-HaEmek, Israel) was used to continuously culture OSRC-2 cells. OSRC-2 cells were cultured in a incubator with suitable humidity under normoxia (5% CO_2_ and 95% humidity).

### 2.2 Cell transfection

The transfection of overexpression plasmid with empty and SLC39A1 vetors (GeneChem, Shanghai, China) was strictly followed the manufacturer’s protocols. The accession number of SLC39A1 was NM_014437. The transfected cells were harvested for subsequent assays after selected with puromycin (2 µg/ml) over 72 h.

### 2.3 Western blotting assay

The application of antibodies to SLC39A1 (sc-393345, Santa Cruz Biotechnology) and ACTB (4970S, Cell Signaling Technology) were under the manufacturers’ instruction. Western blotting assays was carried out as previously mentioned (Dong et al., 2018). In brief, the lysates (RIPA buffer: PMSF = 100:1) were used to extract total proteins. 50 µg of standardized proteins was subjected to SDS-PAGE (10%) in electrophoresis and then transferred onto PVDF membranes (Bio-Rad, SA). The blocking solution, TBS-T with 5% (w/v) skim milk powder, was used to block non-specific binding. Then the membranes were applied with incubated with primary and secondary antibodies. The ECL reagents (TransGen Biotechnology, Beijing, China) on a DNR Bio-Imaging Systems (Mahale HaHamisha, Israel) was used to visualize immunoblot bands. The ImageJ 1.46r software (Wayne Rasband, National institutes of Health, Bethesda, MA, United States) was used to calculate densitometric values. The tatistical analysis were performed on the ratios of SLC39A1/ACTB.

### 2.4 RNA extraction and quantitative real-time PCR assay

The RNAiso Plus was used to total RNA. The PrimeScript™ RT Master Mix was used to synthesize cDNA. qRT-PCR was then performed using SYBR^®^ Pre-mix Ex TaqTM (Tli RNaseH Plus) on LightCyclerTM 480II system (Roche, Basel, Switzerland). Reagents above were purchased from Takara Biotechnology (Dalian, China). The primer sequences for SLC39A1 were as follows: F: 5′-GCT​GTT​GCA​GAG​CCA​CCT​TA-3’; R: 5′-CAT​GCC​CTC​TAG​CAC​AGA​CTG-3’. The primer sequences for ACTB were as follows: F: 5′-CAT​GTA​CGT​TGC​TAT​CCA​GGC-3’; R: 5′-CTC​CTT​AAT​GTC​ACG​CAC​GAT-3’. The -ΔΔCT method was applied to quantify the relative genes expression in three independent experiments.

### 2.5 Transcriptomics analysis

#### 2.5.1 RNA Extraction and RNA detection

3 pairs of samples were used for both transcriptomic and proteomics analysis, transfected with empty vectors (NC) and SLC39A1 overexpressed vector (ZIP), respectively. The extraction of RNA was conducted as described above. The integrity of RNA and the possibility of DNA contamination in RNA samples were analyzed by agarose gel electrophoresis, Qubit 2.0 fluorometer and Agilent 2100 bioanalyzer.

#### 2.5.2 Library construction

Two approaches were taken to obtain mRNAs: Oligo (dT) magnetic beads were used to enrich the mRNAs with poly-A tails; Ribosomal RNAs were removed from total RNA to purify mRNAs. mRNAs were broken into short fragments by fragmentation buffer. Short fragment RNA was served as templates and the first strand cDNA was synthesized from corresponding template RNA with Random Hexanucleotide Primers. And two-strand cDNAs were synthesized with the presence of buffer, dNTPs, and DNA polymerase I. AMPure XP beads are used to purify the double-strand cDNAs. Then the purified double-stranded cDNAs underwent the repair of cDNA ends, the A-tail addition, and the ligation of sequencing adapter. cDNA fragments with compatible length were selected by AMPure XP beads and then enriched by PCR to obtain the final cDNA library. The quality of cDNA library was tested by following methods: Qubit2.0 was supplied for preliminary quantification. Agilent 2100 was used to detect insert size of the library in line with expectation. The effective concentration of the library was accurately quantified through Q-PCR according to the quality control metrics: the effective concentration of library >2 nM.

#### 2.5.3 Basic analysis

cDNA libraries were sequenced with the Illumina HiSeq high-throughput sequencing platform to get image files, which were transformed by CASAVA base identification to obtain raw data in FASTQ format. Cutadapt (v1.15) software was used to filter the sequencing data. The filtered data was qualitified following QC metrics: 1) The sequencing error rate was represented by e, and base quality value in Illumina was represented by Qphred, Qphred = −10log10(e). The sequencing error rates of samples was controlled below the standard (0.05%); 2) the GC content distribution of samples was controlled at around 50%. The qualified data were mapping to the reference genome using HISAT2 (http://ccb.jhu.edu/software/hisat2/index.shtml) and the default mismatch was controlled below 2. Then the alignment region distribution of mapped reads was calculated.

#### 2.5.4 mRNA analysis

First, HTSeq (0.9.1) statistics was used to compare the Read Count values on each gene as the original expression of the gene, and then FPKM was applied for standardization of gene expression. Then differentially expressed genes (DEGs) were screened by DESeq (1.30.0) with standards as follows: the expression difference multiple |log2FoldChange| > 1 and significant *p*-value < 0.05. R language Pheatmap (1.0.8) software package was used to perform bi-directional clustering analysis of all different genes of samples. The volcano map was obtained according to the expression level of the same gene in different samples and the expression patterns of different genes in the same sample with Euclidean method to calculate the distance and Complete Linkage method to cluster. Next, all the genes were mapped to Kyoto Encyclopedia of Genes and Genomes, the Gene Ontology and Reactome database to annotate metabolic pathways and signaling pathways that DEGs mainly participated in. Finally, Disease ontology (DO) and DisGeNET databases were used to uncover human diseases with DEGs altered.

### 2.6 Proteomics analysis

#### 2.6.1 Sample preparation

Cell samples were mixed with reaction solution and sonicated for 10 min in ice-water bath and the reaction was performed at 60 °C for 30 min. Protein concentration was measured by Bradford method. Trypsin was added at a ratio of 1:50 (enzyme: protein, w/w) for overnight digestion at 37 °C. After centrifugation (12,000×g, 15 min), the supernatant was subjected to peptide purification using self-made desalting columns and stored at −20 C for later use. The peptides were reconstituted in TMT reagent buffer, and the samples were separately labeled with different TMT labeling reagents. The labeled samples were then mixed and subjected to Sep-Pak C18 desalting and were fractionated using high pH reverse phase chromatography and combined into 15 fractions. Media samples were filtered through 0.22 µm filters. Each filtered media was concentrated to a final volume of 200 µL using 10 kDa AMICON Ultra-15 Centrifugal Filters. Concentrated media were mixed with equal volume of 2X reaction solution (2% SDC, 20 mM TCEP, 80 mM CAA).

#### 2.6.2 LC-MS/MS analysis

LC-MS/MS data acquisition was carried out on a Q Exactive plus mass spectrometer coupled with an Easy-nLC 1200 system (both Thermo Scientific). Peptides were first loaded onto a C18 trap column (75 μm × 2 cm, 3 µm particle size, 100 Å pore size, Thermo) and then separated in a C18 analytical column (75 μm × 250 mm, 2 µm particle size, 100 Å pore size, Thermo). Mobile phase A (0.1% formic acid) and mobile phase B (80% ACN, 0.1% formic acid) were used to establish the separation gradient. A constant flow rate was set at 300 nL/min. For DDA mode analysis of TMT samples, each scan cycle is consisted of one full-scan mass spectrum (R = 70 K, AGC = 3e6, max IT = 50 ms, scan range = 350–1800 m/z) followed by 15 MS/MS events (R = 35 K, AGC = 1e5, max IT = 50 ms). HCD collision energy was set to 32. Isolation window for precursor selection was set to 1.2 Da. Former target ion exclusion was set for 45 s.

#### 2.6.3 data Research and data analysis

MS/MS spectrum of the cell samples were analyzed with MaxQuant (v1.6.6) using the Andromeda database search algorithm (Tyanova, Temu, and Cox 2016). The MS1 match tolerance was set as 20 ppm for the first search and 4.5 ppm for the main search; the MS2 tolerance was set as 20 ppm. Then the spectrum was filtered through Uniprot database search to obtain peptides with more than 99% confidence and then the false discovery rate FDR verification is performed. Peptides and proteins with FDR greater than 1% were removed. Quality controls were performed with criteria as follows: peptide length distribution of 7-40 amino acids, missed cleavage sites = 0, measurement error = ± 10 ppm. The identified protein were annotated from the following database: GO, KEGG and COG annotation were performed by BLAST against the GO, KEGG and COG databases (blast, e-value ≤ 1e−5), using BLAST and Uniprot, InterPro database for domain annotation. Further analysis was performed using the “proteingroups.txt” file produced by MaxQuant. The reporter intensities were calculated. A student’s t-tests were performed comparing the groups. Fold change and *p*-values of the proteins were calculated. Proteins with a *p*-value <0.05 and fold change >1.5 were identified as significant changed proteins between groups.

### 2.7 Metabolomics analysis

#### 2.7.1 Sample preparation and extraction

6 pairs of Cell samples subjected to metabolomics analysis for more reliable and significant difference in metabolites and metabolic pathways between NC and ZIP groups. Samples were thawed on ice and added with 1 ml 80% methanol aqueous solution, then whirled for 2 min. The mixture was frozen for 3 min in liquid nitrogen and then whirled for 2 min (repeat 3 times). Then the mixture was centrifuged at 12,000 r/min for 10 min at 4 C. Finally, 200 μL of supernatant was taken into the inner liner of the corresponding injection bottle for on-board analysis.

#### 2.7.2 T3 UPLC

The sample extracts were analyzed by using LC-ESI-MS/MS system (UPLC, ExionLC AD; MS, QTRAP^®^ System). The analytical conditions were as follows: UPLC column, Waters ACQUITY UPLC HSS T3 C18 (1.8μm, 2.1 mm*100 mm); column temperature, 40 C; flow rate, 0.4 ml/min; injection volume, 2 μL or 5μL; solvent system, water (0.1% formic acid): acetonitrile (0.1% formic acid); gradient program, 95:5 V/V at 0 min, 10:90 V/V at 10.0 min, 10:90 V/V at 11.0 min, 95:5 V/V at 11.1 min, 95:5 V/V at 14.0 min.

#### 2.7.3 QTOF-MS/MS

The Triple TOF mass spectrometer was applied for acquiring MS/MS spectra on an information-dependent basis (IDA) during an LC/MS experiment. The acquisition software (TripleTOF 6600, AB SCIEX) collects and triggers the acquisition of MS/MS spectra depending on pre-selected criteria. In each cycle, 12 precursor ions with intensity greater than 100 were chosen for fragmentation at collision energy (CE) of 30 V (12 MS/MS events with product ion accumulation time of 50 msec each). ESI source conditions were set as follows: Ion source gas 1 as 50 Psi, Ion source gas 2 as 50 Psi, Curtain gas as 25 Psi, source temperature 500°C, Ion Spray Voltage Floating (ISVF) 5500 V or −4500 V in positive or negative modes, respectively.

#### 2.7.4 ESI-Q TRAP-MS/MS

LIT and triple quadrupole (QQQ) scans were acquired on a triple quadrupole-linear ion trap mass spectrometer (QTRAP). QTRAP^®^ LC-MS/MS System was equipped with an ESI Turbo Ion-Spray interface, operating in positive and negative ion mode, and controlled by Analyst 1.6.3 software (Sciex). The ESI source operation parameters were as follows: source temperature, 500°C; ion spray voltage (IS) 5500 V (positive), −4500 V (negative); ion source gas I (GSI), gas II (GSII), curtain gas (CUR) was set at 50, 50, and 25.0 psi, respectively; the collision gas (CAD) was high. Instrument tuning and mass calibration were performed with 10 and 100 μmol/L polypropylene glycol solutions in QQQ and LIT modes, respectively. A specific set of MRM transitions were monitored for each period according to the metabolites eluted within this period.

#### 2.7.5 Quality control for MS/MS

Quality control was carried out with following 3 criteria: 1) the total ion chromatogram (TIC map) of the sample mass spectrometry detection analysis was overlapped to judge the repeatability of metabolite extraction and detection; 2) QC samples were subjected to Pearson correlation analysis (|r | →1); 3) the proportion of substances with CV (Coefficient of Variation) value less than 0.3 in QC samples was higher than 75%.

#### 2.7.6 Qualitation and quantitation of metabolites

After LC-QTOF-MS/MS experiment, metabolites were to accurately qualitied by MWDB and Maiwei integrated public database MHK database and MetDNA. The multiple ion pair information and retention time RT (Retention time) were extracted for identifying metabolites. Simultaneously, Relative quantification of population samples was proceeded through Q- Trap performs combined with MWDB and MHK. The quantification of metabolites was conducted by the multiple reaction monitoring mode (MRM) analysis of triple quadrupole mass spectrometry. The area under the peaks of the extracted ion chromatographic peaks of all metabolites are respectively integrated, and the chromatographic peaks of the same metabolite in different samples are integrated and corrected.

#### 2.7.7 PCA, hierarchical cluster analysis and Pearson correlation coefficients

PCA (principal component analysis) was performed by statistics function prcomp within R (www.r-project.org). The data was unit variance scaled before unsupervised PCA. The HCA (hierarchical cluster analysis) results of samples and metabolites were presented as heatmaps with dendrograms, while Pearson correlation coefficients (PCC) between samples were calculated by the cor function in R and presented as only heatmaps. Both HCA and PCC were carried out by R package ComplexHeatmap. For HCA, normalized signal intensities of metabolites (unit variance scaling) are visualized as a color spectrum.

#### 2.7.8 Differential metabolites selection

Significantly regulated metabolites between groups were determined by VIP ≥ 1 and absolute Log2FC (fold change) ≥ 1. VIP values were extracted from OPLS-DA result, which was generated using R package MetaboAnalystR. The data was log transform (log2) and mean centering before OPLS-DA. To avoid overfitting, a permutation test (200 permutations) was performed.

### 2.8 Integrated analysis

Through Cytoscape 3.9.1 (https://js.cytoscape.org/), a network of genes, proteins and metabolic compounds was constructed to identify the pathways in which DEGs were significantly enriched, and to reveal the potential regulatory mechanisms between genes and metabolites. The differential metabolites and DEG expression data between NC and ZIP groups were imported into Cytoscape to comprehensively understand the gene and metabolic changes and the underlying mechanism through which SLC39A1 altered the metabolism in renal cancer cells.

### 2.9 Statistical analysis and bioinformatic analysis

Statistical analysis methods and quantitative methods for single-omics and multi-omics analysis could be found in corresponding method section, including but not limited to Student’s t-test, chi-square test, Fisher’s exact test, etc. Statistical significance *p*-values were considered <0.05 and were adjusted by the Benjamini–Hochberg FDR correction. And multiple databases were used to interpret the role of SLC39A1 in RCC. KEGG (https://www.genome.jp/kegg/; http://www.kegg.jp/kegg/compound/) was used to perform functional annotation and enrichment analysis of differential genes and differential metabolites in renal cancer cells. GO (http://www.geneontology.org), KEGG (http://www.kegg.jp/kegg/pathway.html), and COG (http://www.ncbi.nlm.nih.gov/COG/) database were used for protein function annotation. InterPro database (https://www.ebi.ac.uk/interpro/) and MultiLoc2 (http://abi.inf.uni-tuebingen.de/Services/MultiLoc2) were used for domain annotation and subcellular localization analysis, respectively. KEGG, GO and Reactome (https://reactome.org) databases revealed signal transduction pathways involved in differential genes. The DO (https://disease-ontology.org) and DisGeNET (https://www.disgenet.org) databases were used to reveal human diseases associated with differential genes. In addition, the HMDB (https://hmdb.ca) database suggested human metabolism, metabolic disease pathways, metabolite signaling, and drug activity pathways enriched by differential metabolites. MESA analysis (https://www.gsea-msigdb.org/) was performed using a metabolite database derived from MebaboAnalyst (https:// www.metaboanalyst.ca/). The datasets of known interaction proteins of SLC39A1 can be obtained at https://www.ncbi.nlm.nih.gov/gene/27173. All analyses and graphs were performed using R software (http://www.R-project.org, version 3.5.2) unless otherwise stated.

## 3 Results

### 3.1 Transcriptomics analysis results of SLC39A1-Overexpressed OSRC-2 renal cancer cells

Two groups of OSRC-2 cells (NC and ZIP) were transfected with empty vectors and SLC39A1 vector. 

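OSRC-2 is an established human renal cancer cell line. RNA-seq was performed on 3 libraries of cells carrying the empty vector (NC) and on 3 libraries of cells carrying the SLC39A1 vector (ZIP). The authors removed adapters with Cutadapt, aligned the reads with HISAT2 and counted them per gene with HTSeq 0.9.1. The deposited table holds 1 row per gene for 14380 genes, with raw read counts and FPKM for each library and the authors' log2 fold changes and p-values. Its smallest sum of counts over the 6 libraries is 65. The rows carry human gene identifiers and GRCh38 coordinates, whereas the submitters' notes name the mouse assembly mm10. The sample labels and the paper's methods also differ in the culture medium (DMEM against RPMI-1640), the RNA extraction (an RNeasy kit against RNAiso Plus) and the library preparation (a SMARTer kit against oligo(dT) selection and removal of ribosomal RNA). Total counts were 18439683 to 20194710 in NC and 20802678 to 23446857 in ZIP. The counts were scaled by TMM factors and tested with edgeR's quasi-likelihood test, and the p-values measure only the spread between these libraries. SLC39A1 (ENSG00000143570) lies on chromosome 1 of GRCh38 from 153959099 to 153968184 and encodes a transporter that brings zinc into the cell. Its raw counts were 66, 59 and 72 in NC replicates 1 to 3 and 64, 59 and 79 in ZIP replicates 1 to 3. As CPM (counts scaled to library size), these are 3.52, 2.86 and 3.85 in NC, with a mean of 3.41 ± 0.506 (SD, n = 3). In ZIP they are 3.15, 2.69 and 3.42, with a mean of 3.08 ± 0.369 (SD, n = 3). The deposited FPKM values were 1.05, 0.86 and 1.15 in NC and 0.91, 0.78 and 0.99 in ZIP. The log2 fold change was -0.14 (standard error 0.189, adjusted p = 0.596), with a 95% interval from -0.51 to 0.23 (1.96 standard errors on each side). The mean CPM differed by -0.327 between ZIP and NC (exact permutation test, p = 0.4, where 0.1 is the smallest p that 3 libraries against 3 allow). SLC39A1 was not called higher in ZIP, and the groups are named here by their labels. In GENCODE v29, the readthrough gene AL358472.7 (ENSG00000285779, chromosome 1 from 153959151 to 153975887) lies on the same strand. Its exons cover 2061 of the 3388 exonic bases of SLC39A1 (60.8%) and all of its 972 coding bases, which an expression vector would carry. AL358472.7 has no row in the table. By default HTSeq assigns a read that lies in exons of 2 genes to neither, but the mode used is not stated in the paper.

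**Figure D1:**
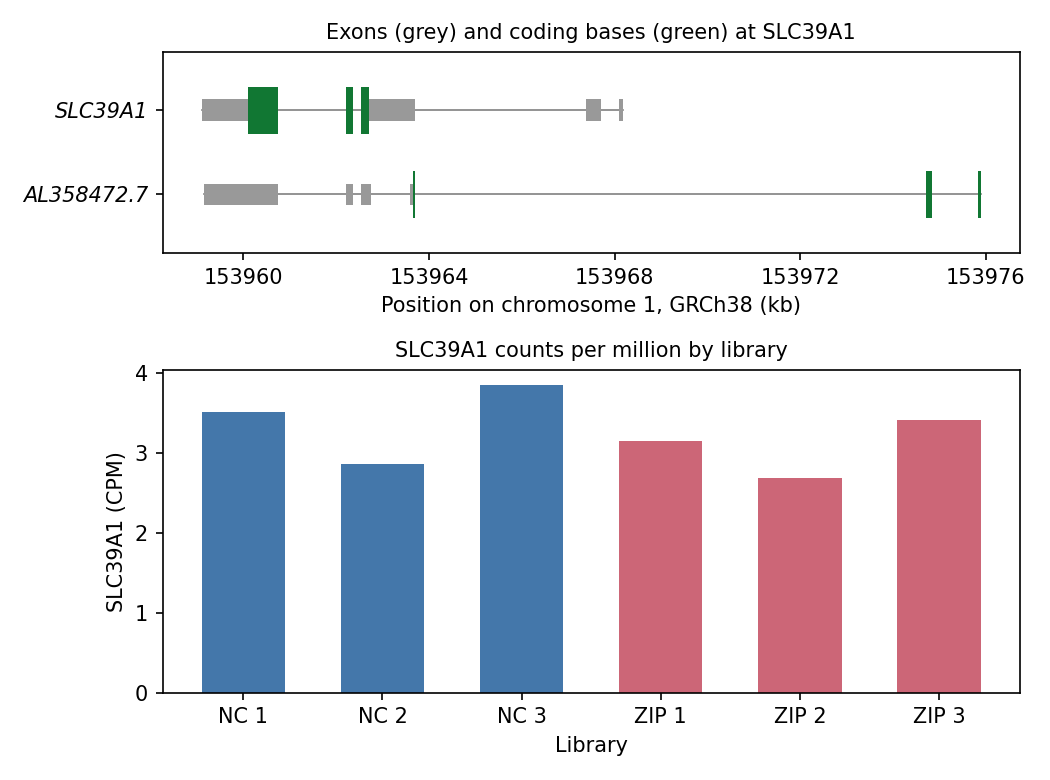
SLC39A1 in the 6 libraries. The upper panel maps exons and coding bases of SLC39A1 and AL358472.7 along chromosome 1 of GRCh38 in kb, where the shared exons hold all 972 coding bases of SLC39A1. The bars show SLC39A1 in CPM in each NC and ZIP library, from 2.69 in ZIP replicate 2 to 3.85 in NC replicate 3.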

Then rt-PCR assays and western blot assays were conducted to test transfection efficiency (Supplementary Figures S1A,B). There were 321 DEGs following SLC39A1 overexpressed, with 71 upregulated and 250 downregulated (Figure 1A). 

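Of the 14376 genes tested with edgeR, 82 were upregulated (22.9%) and 276 downregulated (77.1%) in the libraries labelled ZIP at |log2FC| over 1 and adjusted p under 0.05, a total of 358 DEGs. At the same thresholds, the authors' deposited table holds 71 upregulated and 250 downregulated genes. Of the 358, 318 were also DEGs with the same direction in the authors' table. The 3 DEGs of the authors' table not among them were AC011450.1, with a log2 fold change of -1.00 that fell just short of the fold threshold, MRPL23, with an adjusted p of 0.0504 from edgeR, and CDRT15P9, which was 1 of the 4 genes removed by the filter on low counts together with Z82195.2, AC007448.4 and DHRS11. Of the DEGs, 234 are protein-coding genes, 92 are long noncoding RNAs and 32 belong to other classes. Without the fold threshold, 2739 genes were higher (52.3% of the calls) and 2498 were lower (47.7%). This even split rests on the scaling, since the share of calls that were higher was 40.1% with upper-quartile factors and 39.7% with library totals alone. The upregulated share of the DEGs was 18% and 17.6% under these scalings. Among DEGs with a mean count of at least 50 and separate groups, the largest rise was that of CLSTN2 (ENSG00000158258, chromosome 3 from 139935185 to 140577397), which encodes a calsyntenin, a membrane protein of the cadherin family. It rose from 2.51 ± 0.795 CPM in NC to 20.0 ± 1.84 CPM in ZIP (SD, n = 3), a log2 fold change of 3.00 (standard error 0.155, adjusted p = 2.39e-09). The glycosyltransferase gene UGT3A2 (ENSG00000168671, chromosome 5 from 36035021 to 36071358) rose from 3.30 ± 1.04 CPM in NC to 19.3 ± 0.57 CPM in ZIP (SD, n = 3), with a log2 fold change of 2.53 (standard error 0.148, adjusted p = 7.5e-09). SOX9 (ENSG00000125398, chromosome 17 from 72121020 to 72126416), a transcription factor of kidney progenitors, rose from 4.41 ± 1.10 CPM in NC to 12.9 ± 1.10 CPM in ZIP (SD, n = 3), a log2 fold change of 1.56 (standard error 0.151, adjusted p = 1.44e-06). The other largest rises were those of F2R (1.77), MMP3 (1.61), FOS (1.61), B3GALNT2 (1.48), CST2 (1.48), AC002401.4 (1.46) and EPHA7 (1.45), with log2 fold changes in parentheses. The adjusted p of B3GALNT2 was 0.00157 and rose to 0.0956 with a robust fit of the dispersions (2.25e-05 to 0.0956 over the alternatives). AL355916.1 (ENSG00000232774, chromosome 14 from 61570405 to 61658696), a long noncoding RNA, had the largest fall. It went from 4.30 ± 0.581 CPM in NC to 0.858 ± 0.252 CPM in ZIP (SD, n = 3), a log2 fold change of -2.32 (standard error 0.247, adjusted p = 3.54e-06), and 13.6% of its exonic bases are shared with another gene. PDK4 (ENSG00000004799, chromosome 7 from 95583499 to 95596516), which encodes a kinase that inhibits pyruvate dehydrogenase, fell from 12.2 ± 0.924 CPM in NC to 3.62 ± 0.424 CPM in ZIP (SD, n = 3), a log2 fold change of -1.75 (standard error 0.129, adjusted p = 9.03e-08). The other largest falls were those of CREB3L3 (-2.26), C10orf99 (-2.03), LINC02861 (-1.92), ANGPTL4 (-1.87), ATOH8 (-1.84), HS6ST3 (-1.71), NMNAT2 (-1.66) and COL23A1 (-1.65), again with log2 fold changes in parentheses. All adjusted p-values are from edgeR. The paper states that the DEGs follow SLC39A1 overexpression and goes on to map them to pathways.

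**Figure D2:**
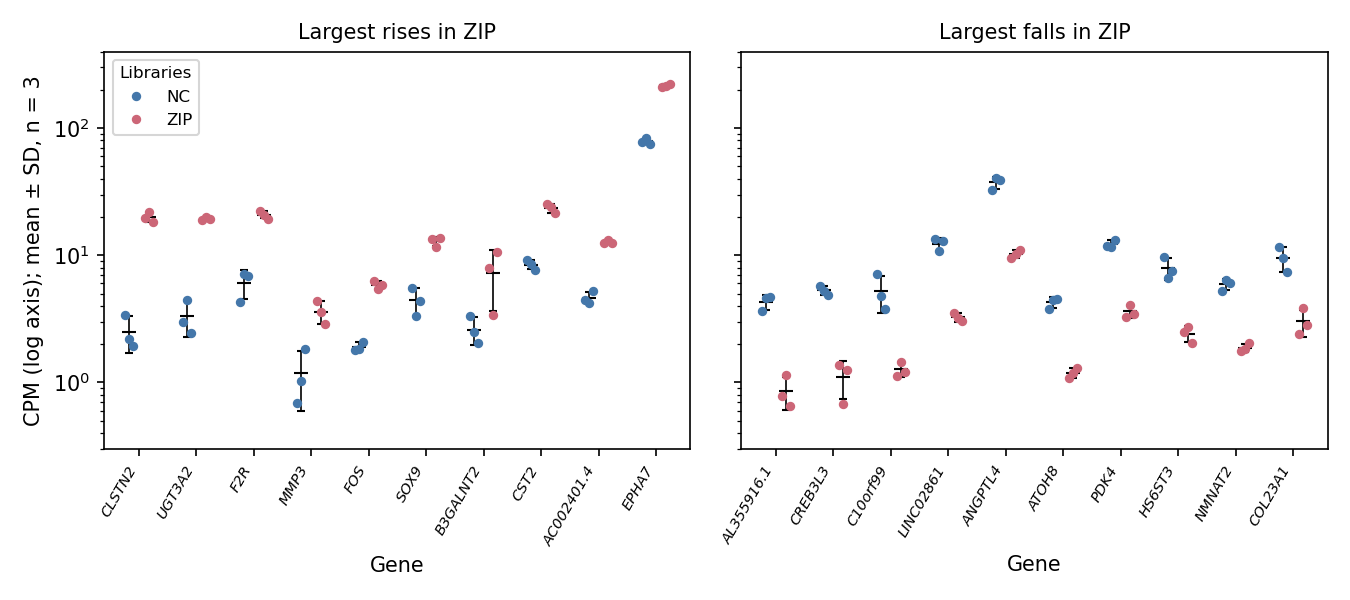
Expression of the 10 genes with the largest rise and the 10 with the largest fall, in CPM on a log axis. They were taken from DEGs with a mean count of at least 50 and groups that do not overlap. Each point is 1 library, and the black bars give the mean and SD of the 3 NC or 3 ZIP libraries. All ZIP points lie above all NC points in the left panel, from CLSTN2 (3.00) to EPHA7 (1.45), and below them in the right panel, from AL355916.1 (-2.32) to COL23A1 (-1.65).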

The KEGG database was applied to interpret the specific molecular functions affected by DEGs. 

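The 38 genes that Table 1 lists by KEGG pathway were all DEGs in the direction given there, 12 higher and 26 lower in ZIP, with log2 fold changes from -2.26 to 3.09 in edgeR. The study chose these genes on these libraries, so the count is not independent evidence. In nicotinate and nicotinamide metabolism, NNMT (ENSG00000166741, chromosome 11 from 114257787 to 114313536), which methylates nicotinamide, fell from 143 ± 12.0 CPM in NC to 50.2 ± 4.32 CPM in ZIP (SD, n = 3), a log2 fold change of -1.51 (standard error 0.0676, adjusted p = 7.15e-10). NMNAT2 (ENSG00000157064, chromosome 1 from 183248237 to 183418380), which makes NAD from nicotinamide mononucleotide, fell from 5.94 ± 0.60 CPM in NC to 1.88 ± 0.139 CPM in ZIP (SD, n = 3, adjusted p = 3.03e-06 from edgeR). The values of QPRT (-1.34) and ASPDH (-1.19) rest on few reads, at 0.518 ± 0.0384 and 0.969 ± 0.142 CPM in ZIP (SD, n = 3), and 15.7% of the exonic bases of QPRT are shared with another gene. Of 19 tested genes on a textbook list of NAD metabolism, 2 were higher and 5 lower (2 and 5 when adjusted over the list alone). Of the 5 lower, 4 are the Table 1 genes named above, chosen on these libraries, so this count is not independent evidence. The called genes also include KMO, which rose (0.52) and of whose exonic bases 28.4% are overlapped by genes on the opposite strand. NNT fell (-0.28), and the median log2 fold change of the list was -0.08. A set test that compares a list with all other genes (camera, limma) gave an adjusted p of 0.0755 over 36 lists. In complement and coagulation, the thrombin receptor gene F2R (ENSG00000181104, chromosome 5 from 76716126 to 76735770) rose from 6.10 ± 1.59 CPM in NC to 20.8 ± 1.38 CPM in ZIP (SD, n = 3, adjusted p = 1.87e-07 from edgeR). Its cofactor F2RL2 (ENSG00000164220, chromosome 5 from 76615482 to 76623413) had the largest log2 fold change of the 38, 3.09 (standard error 0.374, adjusted p = 1.32e-05), on 0.222 ± 0.0655 CPM in NC and 1.94 ± 0.468 CPM in ZIP (SD, n = 3). In neutrophil extracellular trap formation, 4 histone genes on chromosome 6 fell, namely H2BC5 (-1.49), H2AC6 (-1.29), H4C8 (-1.52) and H3C6 (-1.06), with adjusted p-values from 2.46e-05 to 0.00294. Of these, H2BC5 (ENSG00000158373, chromosome 6 from 26158146 to 26171349) went from 6.04 ± 1.38 CPM in NC to 2.14 ± 0.20 CPM in ZIP (SD, n = 3). The formyl peptide receptor gene FPR1 fell by 1.29 on the log2 scale (standard error 0.164, adjusted p = 2.18e-05). In the IL-17 pathway, FOSL1, MMP3 and MMP9 rose, with log2 fold changes of 1.13, 1.61 and 1.46, and IL6 (ENSG00000136244, chromosome 7 from 22725884 to 22732002) fell from 63.9 ± 5.22 CPM in NC to 25.8 ± 1.27 CPM in ZIP (SD, n = 3), a log2 fold change of -1.31 (standard error 0.0683, adjusted p = 2.62e-09). Genes on the opposite strand overlap 20.7% of the exonic bases of IL6 and 18.4% of those of MMP9. The hepatic lipase gene LIPC fell (-1.04). Other genes of the table that rose were HLA-DPA1 (1.17), COL3A1 (1.69) and COL4A4 (1.09), and those that fell were CACNA1H (-2.19), KCNK2 (-1.45), UPB1 (-1.37), STAT4 (-1.24), MAF (-1.14) and XDH (-1.01), with log2 fold changes in parentheses. The pathway enrichment itself was not recomputed, because the annotation used holds no pathway names.

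**Figure D3:**
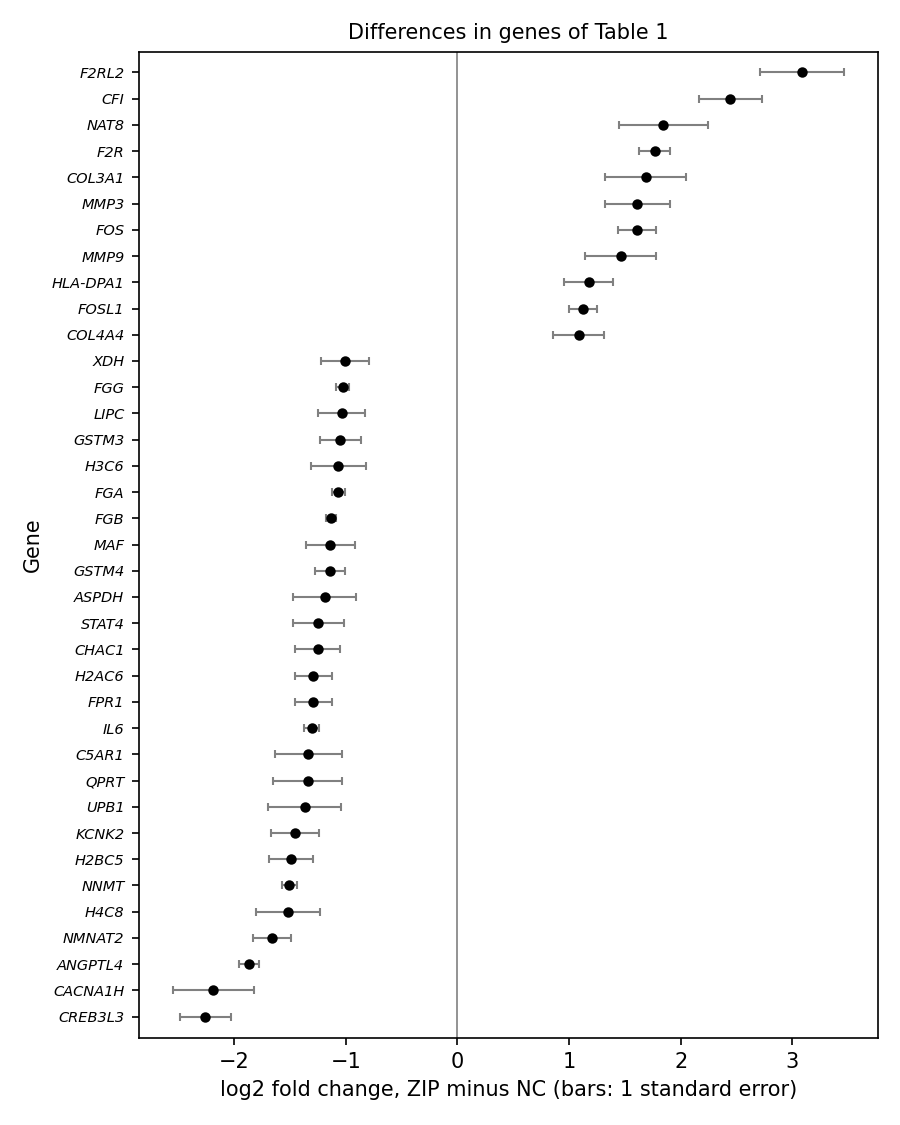
Log2 fold changes between ZIP and NC of 37 genes of Table 1, each point with its standard error from edgeR as a bar. The 11 genes shown that rose lie between 1.09 (COL4A4) and 3.09 (F2RL2), and the 26 that fell between -2.26 (CREB3L3) and -1.01 (XDH).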

Altogether, 16 KEGG pathways were identified to be enriched, including nicotinate and nicotinamide metabolism, complement and coagulation cascades, neutrophil extracellular trap formation, glutathione metabolism, *Staphylococcus aureus* infection, etc. (Table 1). Subsequently, GO analysis was performed by mapping DEGs to three functional terms in GO database, and genes potentially regulated by SLC39A1 were mapped to biological processes (BP) for extracellular structure organization, multicellular organismal homeostasis, amino acid import across plasma membrane, extracellular matrix organization and wound healing; cell components (CC) for extracellular matrix, apical part of cell, basolateral plasma membrane and apical plasma membrane; molecular functions (MF) for peptide binding (Figure 1B). In addition, Reactome database integrated various reactions and biological pathways, and the result revealed prominent changes in fibrin clot formation, collagen degradation, and integrin cell surface interactions (Figure 1C). 

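Of 26 tested genes of collagens, laminins and other matrix proteins, 12 were higher in ZIP and 4 lower at an adjusted p under 0.05 from edgeR (13 and 4 when adjusted over the list alone), and their median log2 fold change was 0.22. The set test gave an adjusted p of 0.091, and of 0.0317 without NC replicate 1 (0.0317 to 0.663 over the alternatives). The median was 0.15 without NC replicate 3. FN1 (ENSG00000115414, chromosome 2 from 215360440 to 215436073) encodes fibronectin and was the most abundant of these genes. It fell from 12490.0 ± 1070.0 CPM in NC to 6540.0 ± 125 CPM in ZIP (SD, n = 3), a log2 fold change of -0.93 (standard error 0.055, adjusted p = 8.17e-09). In the other direction, SPARC (ENSG00000113140, chromosome 5 from 151661096 to 151686975), a collagen-binding matrix protein, rose from 599.9 ± 31.7 CPM in NC to 885 ± 15.2 CPM in ZIP (SD, n = 3), a log2 fold change of 0.56 (standard error 0.0457, adjusted p = 2.67e-07). COL6A1 and COL12A1 also rose, with log2 fold changes of 0.48 and 0.51, whereas COL23A1 was among the largest falls. Among importers of amino acids, SLC7A5 (ENSG00000103257, chromosome 16 from 87830023 to 87869507), which carries large neutral amino acids, fell from 448 ± 18.7 CPM in NC to 208 ± 10.2 CPM in ZIP (SD, n = 3), a log2 fold change of -1.10 (standard error 0.0482, adjusted p = 5.94e-10). SLC3A2 (ENSG00000168003, chromosome 11 from 62856004 to 62888880), its partner subunit, fell from 167 ± 9.00 CPM in NC to 98.7 ± 3.88 CPM in ZIP (SD, n = 3), a log2 fold change of -0.76 (standard error 0.0504, adjusted p = 2.87e-08). SLC38A2, a transporter of small neutral amino acids, fell by 0.55 on the log2 scale (standard error 0.0424, adjusted p = 1.6e-07). Enrichment of GO terms was not recomputed, because the annotation used gives terms for only 169 of the 321 DEGs of the authors' table.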

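The fibrinogen chains are encoded by a cluster on chromosome 4. FGB (ENSG00000171564, chromosome 4 from 154563011 to 154572807) fell from 1505 ± 71.7 CPM in NC to 685 ± 11.3 CPM in ZIP (SD, n = 3), a log2 fold change of -1.14 (standard error 0.0452, adjusted p = 2.87e-10). FGA (ENSG00000171560, chromosome 4 from 154583128 to 154590745) fell from 130.0 ± 11.6 CPM in NC to 62.1 ± 0.493 CPM in ZIP (SD, n = 3), a log2 fold change of -1.07 (standard error 0.0589, adjusted p = 3.58e-09), and FGG (ENSG00000171557, chromosome 4 from 154604134 to 154612967) fell from 500.0 ± 46.2 CPM in NC to 246 ± 6.37 CPM in ZIP (SD, n = 3), a log2 fold change of -1.03 (standard error 0.0572, adjusted p = 4e-09). All 3 ZIP libraries lay below all 3 NC libraries for each chain, but 337 of the 358 DEGs had groups that do not overlap. Of 16 tested genes of fibrinogen and coagulation, 7 were higher and 4 lower at an adjusted p under 0.05 from edgeR (7 and 4 when adjusted over the list alone), so the fall of the chains was not shared by the list, whose median was 0.09 (set test, adjusted p = 0.855). The median was 0.03 without NC replicate 3. Of 17 tested genes of matrix metalloproteinases and their inhibitors, 5 were higher and 5 lower (5 and 5 when adjusted over the list alone), with a median of 0.00, or -0.05 with library totals alone, and a set test adjusted p of 0.934. The counts were 5 higher and 3 lower without NC replicate 2, and 5 higher and 3 lower without ZIP replicate 3. MMP7 (ENSG00000137673, chromosome 11 from 102520508 to 102530750), a matrilysin, rose from 25.7 ± 2.22 CPM in NC to 47.0 ± 2.50 CPM in ZIP (SD, n = 3), a log2 fold change of 0.87 (standard error 0.071, adjusted p = 2.67e-07). MMP3 (ENSG00000149968, chromosome 11 from 102835801 to 102843609), a stromelysin, rose from 1.18 ± 0.58 CPM in NC to 3.61 ± 0.741 CPM in ZIP (SD, n = 3, adjusted p = 0.000473 from edgeR), and MMP9 (ENSG00000100985, chromosome 20 from 46008908 to 46016561), a gelatinase, rose from 0.521 ± 0.157 CPM in NC to 1.44 ± 0.137 CPM in ZIP (SD, n = 3, adjusted p = 0.00215 from edgeR). The inhibitor TIMP1 rose (0.37) and MMP15 fell (-0.39), with log2 fold changes in parentheses. Of 20 tested integrins and adhesion receptors, 9 were higher and 2 lower (9 and 2 when adjusted over the list alone), with a median of 0.09 and a set test adjusted p of 0.129. ITGA5 (ENSG00000161638, chromosome 12 from 54395261 to 54419266), the fibronectin receptor subunit, rose from 582 ± 22.5 CPM in NC to 958 ± 16.9 CPM in ZIP (SD, n = 3), a log2 fold change of 0.72 (standard error 0.0432, adjusted p = 1.02e-08). ITGA3 and ITGAV rose by 0.63 and 0.36 on the log2 scale.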

DO database was able to provide data in connection with human gene function and disease and DisGeNET database integrated genes related to human diseases. SLC39A1 triggered significant alteration in genes related to urinary system and kidney disease, lung disease, atherosclerosis, and stomach cancer (Figure 1D). Moreover, DisGeNET analysis results demonstrated remarkable changes were caused by SLC39A1 in genes associated with complement Factor I (C3 inactivator) deficiency, ischemic stroke, choriocarcinoma and hypertensive disease (Supplementary Figure S2). 

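Complement factor I is encoded by CFI (ENSG00000205403, chromosome 4 from 109740694 to 109801999). It rose from 0.662 ± 0.268 CPM in NC to 3.68 ± 0.583 CPM in ZIP (SD, n = 3), a log2 fold change of 2.44 (standard error 0.28, adjusted p = 7.71e-06) in edgeR. Every ZIP library lay above every NC library, but 337 of the 358 DEGs had groups that do not overlap. The level of CFI was low, and 32.0% of its exonic bases are shared with another gene. Of 14 tested complement genes, 5 were higher and 3 lower (5 and 3 when adjusted over the list alone), and the median log2 fold change was 0.13 (set test, adjusted p = 0.254). The median was 0.07 without ZIP replicate 1 and 0.21 without ZIP replicate 3. C3 (ENSG00000125730, chromosome 19 from 6677704 to 6730562), the central component, fell from 1015 ± 45.1 CPM in NC to 732 ± 30.4 CPM in ZIP (SD, n = 3), a log2 fold change of -0.47 (standard error 0.0469, adjusted p = 1.88e-06). CLU, which restrains the terminal complement complex, rose, with a log2 fold change of 0.62.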

Besides, among the differential expressed genes, a known interaction protein of SLC39A1 was identified. 

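Supplementary Table S1 lists 42 interaction proteins of SLC39A1, of which 28 were tested as mRNA. Of these, 7 were higher and 5 lower in ZIP at an adjusted p under 0.05 from edgeR, where 5237 of all 14376 tested genes were called. No set test was run on this list. Of the 28, 2 were DEGs, with log2 fold changes over the 28 from -1.34 to 0.76. C5AR1 (ENSG00000197405, chromosome 19 from 47290023 to 47322066), a receptor for the complement fragment C5a, fell from 2.54 ± 0.679 CPM in NC to 0.995 ± 0.351 CPM in ZIP (SD, n = 3), a log2 fold change of -1.34 (standard error 0.299, adjusted p = 0.00248). KCNAB2 (ENSG00000069424, chromosome 1 from 5990927 to 6101193), a subunit of voltage-gated potassium channels, fell from 6.20 ± 0.43 CPM in NC to 2.59 ± 0.26 CPM in ZIP (SD, n = 3), a log2 fold change of -1.26 (standard error 0.161, adjusted p = 2.24e-05). The other lower ones were MOV10 (-0.26), CLEC2D (-0.67) and DDX58 (-0.90), with log2 fold changes in parentheses, picked out after their values were seen. Supplementary Table S1 lists MOV10 and DDX58 (there RIGI) by affinity capture of RNA. For both C5AR1 and KCNAB2, every ZIP library lay below every NC library, but 337 of the 358 DEGs had groups that do not overlap.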

Completion C5a receiver 1(C5AR1), which was significantly downregulated by SLC39A1, has been confirmed by Affinity Capture MS to directly interact with SLC39A1 (Supplementary Table S1).

**FIGURE 1:**
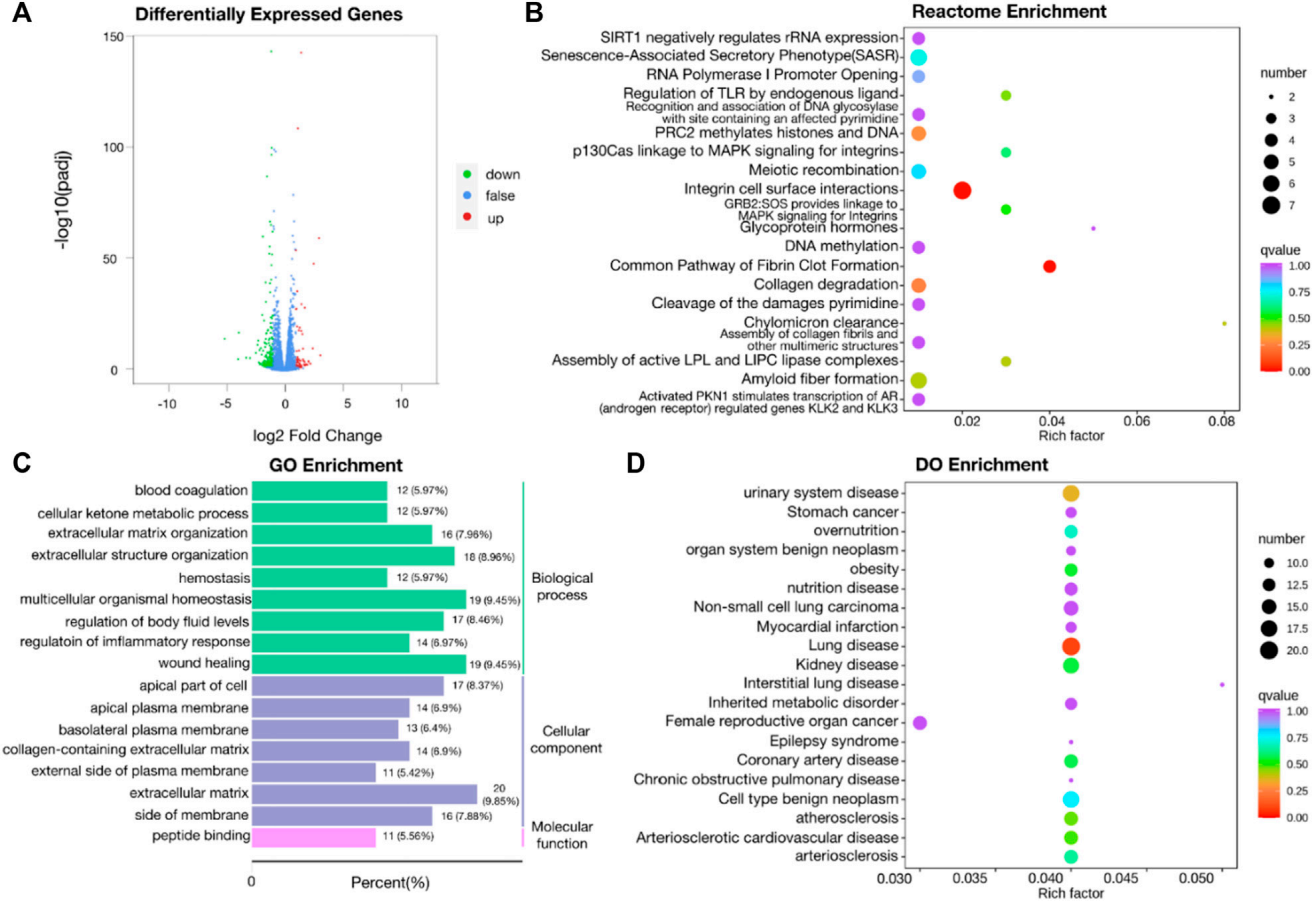
Transcriptomic analysis of SLC39A1-Overexpressed OSRC-2 cells. **(A)** The Volcano plot of differentially expressed genes. The *Y*-axis displays -log10 (p-adj) and the *X*-axis the log2 fold change of DEGs. Green dots indicate downregulated genes, and red dots indicate upregulated genes. **(B)** Gene Ontology enrichment analysis. Green bars indicate biological process (BP) category, purple bars indicate cellular component (CC) category and pink bars molecular function (MF) category. **(C)** Reactome enrichment analysis of transcriptomic data. **(D)** Disease Ontology (DO) enrichment analysis of transcriptomic data.

**TABLE 1:** Significantly enriched pathways based on KEGG pathway analysis.

Pathway ID	Pathway Description	Up_gene	Down_gene	*p* value
ko04610	Complement and coagulation cascades	F2R; F2RL2; CFI	FGA; FGB; FGG; C5AR1	0.000218441
ko00760	Nicotinate and nicotinamide metabolism	--	NMNAT2; QPRT; NNMT; ASPDH	0.001455373
ko04613	Neutrophil extracellular trap formation	--	H2BC5; H4C8; H3C6; H2AC6;FGA;FGB;FGG;FPR1;C5AR1	0.001721488
ko00480	Glutathione metabolism	NAT8	GSTM4; GSTM3; CHAC1	0.008455026
ko05150	*Staphylococcus aureus* infection	HLA-DPA1; CFI	FGG; FPR1; C5AR1	0.01020849
ko04657	IL-17 signaling pathway	FOS; MMP3; MMP9; FOSL1	IL6	0.011662293
ko05321	Inflammatory bowel disease	HLA-DPA1	IL6; MAF; STAT4	0.012790546
ko04927	Cortisol synthesis and secretion	LDLR	CREB3L3; KCNK2; CACNA1H	0.013506465
ko04668	TNF signaling pathway	FOS; MMP3; MMP9	CREB3L3; IL6	0.023397781
ko00983	Drug metabolism - other enzymes	--	GSTM4; GSTM3; UPB1; XDH	0.027386036
ko04611	Platelet activation	COL3A1; F2R	FGA; FGB; FGG	0.032379347
ko04979	Cholesterol metabolism	LDLR	LIPC; ANGPTL4	0.034834683
ko04926	Relaxin signaling pathway	COL3A1; COL4A4; FOS; MMP9	CREB3L3	0.039795617
ko05323	Rheumatoid arthritis	FOS; HLA-DPA1; MMP3	IL6	0.040097286
ko04658	Th1 and Th2 cell differentiation	FOS; HLA-DPA1	MAF; STAT4	0.041525252
ko05322	Systemic lupus erythematosus	HLA-DPA1	H2BC5; H4C8;H3C6;H2AC6	0.044462747

### 3.2 Proteomics analysis results of SLC39A1-Overexpressed OSRC-2 renal cancer cells

The volcano map integrally demonstrated the apparent difference in protein expression levels between 2 groups, and 324 proteins were identified, with 124 upregulated and 200 downregulated (Supplementary Figure S3A). KEGG enrichment analysis revealed alteration in signal transduction pathways and metabolic process with differential proteins involved. The bubble chart indicated remarkable enrichment in PI3K-Akt signal pathway, PPAR signal pathway, complement and coagulation cascades and ferroptosis (Figure 2A). In GO enrichment analysis, differential proteins were mapped to three terms in GO database to define their main biological functions. The pie chart showed that biological processes (BP) SLC39A1 possibly regulated included but not limited to: response to inorganic substance, proteasomal ubiquitin-independent protein catabolic process, morphogenesis of an epithelium (Figure 2B). SLC39A1 also represented significant impact on molecular functions (MF) such as signaling receptor binding, oxidoreductase activity, cofactor binding, extracellular matrix structural constituent (Figure 2C). Furthermore, SLC39A1 might contribute to the formation of cell components (CC), including secretory granule and vesicle, collagen-containing extracellular matrix, and proteasome complex (Figure 2D). Cluster of Orthologous Groups of proteins (COG/KOG) enrichment analysis revealed SLC39A1 was related to nucleotide transport and metabolism, metabolism extracellular structures, and inorganic ion transport in OSRC-2 cell (Figure 2E). The discrepancy of between two groups was presumably rooted in function or localization of different domains. Subcellular localization analysis clarified specific cellular localization of differential proteins, which was closely linked to functions of proteins. Differential proteins were mainly located in cytoplasmic, nuclear and ER (Supplementary Figure S3B). And domain enrichment analysis exhibited domains of differential proteins primarily contained proteasome subunit A/B and EGF-like domain (Supplementary Figure S3C).

**FIGURE 2:**
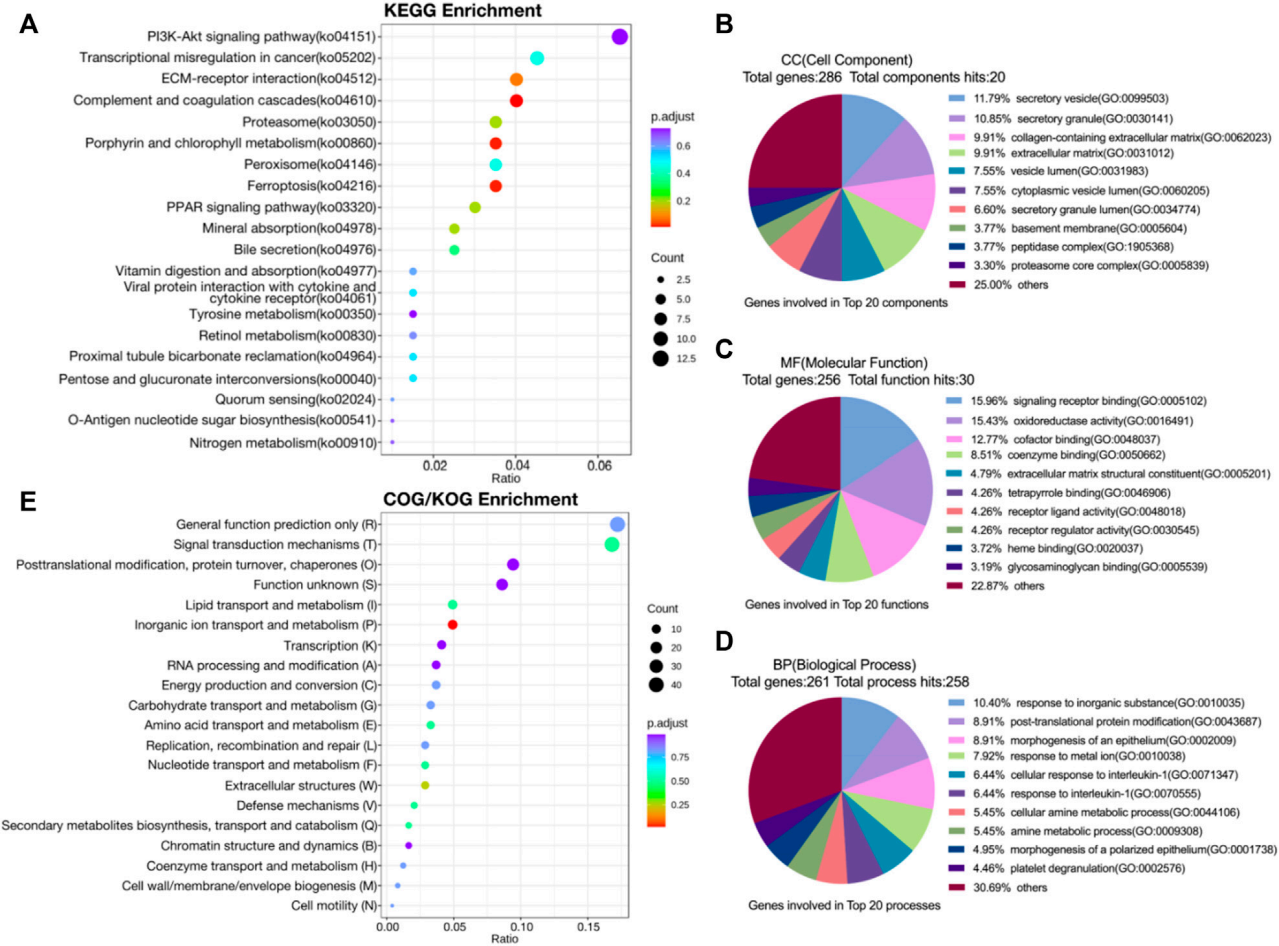
Proteomic analysis of SLC39A1-Overexpressed OSRC-2 cells. **(A)** KEGG pathway analysis of proteomic data. **(B**–**D)** Gene Ontology analysis of DEGs. **(B)** Biological Process (BP) category, **(C)** Molecular Function (MF) category and **(D)** Cellular Component (CC) category. **(E)** COG/KOG enrichment analysis of proteomic data.

### 3.3 Metabolomics analysis results of SLC39A1-Overexpressed OSRC-2 renal cancer cells

Metabolomics data of RCC cell samples were analyzed to assess the metabolic difference. Principal Component analysis (PCA) and Orthogonal Partial Least Squares-Discriminant Analysis (OPLS-DA) demonstrated comprehensive metabolic change between two groups. The score plot of PCA (Figure 3A) and OPLS-DA (Figure 3B) witnessed significantly separated, indicating that SLC39A1 caused remarkable disturbance in RCC metabolism. Based on FC (Fold Change) ≥ 2 or ≤0.5 and VIP (Variable Importance in Projection) ≥ 1, 60 significant differential metabolites have been filtered out (Table 2). Functional annotations on differential metabolites by KEGG database was classified according to KEGG pathway types, and multiple metabolism variations were discovered: purine metabolism, pyrimidine metabolism, galactose metabolism, glutathione metabolism, and cAMP signal pathway (Figure 3C). MSEA enrichment analysis was able to prevent omissions of unapparent differentially expressed metabolites with important biological significance. The analysis demonstrated that SLC39A1 triggered alteration in more than 50 metabolism sets in MSEA (Figure 3D). In addition, the human metabolome database (HMDB) enrichment analysis revealed SLC39A1 also possessed noticeable impact on spermidine and spermine biosynthesis, lactose biosynthesis, GLUT-1 deficiency syndrome and congenital disorder of glycosylation CDG IId (Figure 3E). Then pathways involving no less than 5 differential metabolites were selected to perform cluster analysis. The heatmap displayed SLC39A1-regulated metabolites were clustered in nucleotides and its metabolomics, sugar and its derivatives, small peptide, and organic acid (Figure 4A).

**FIGURE 3:**
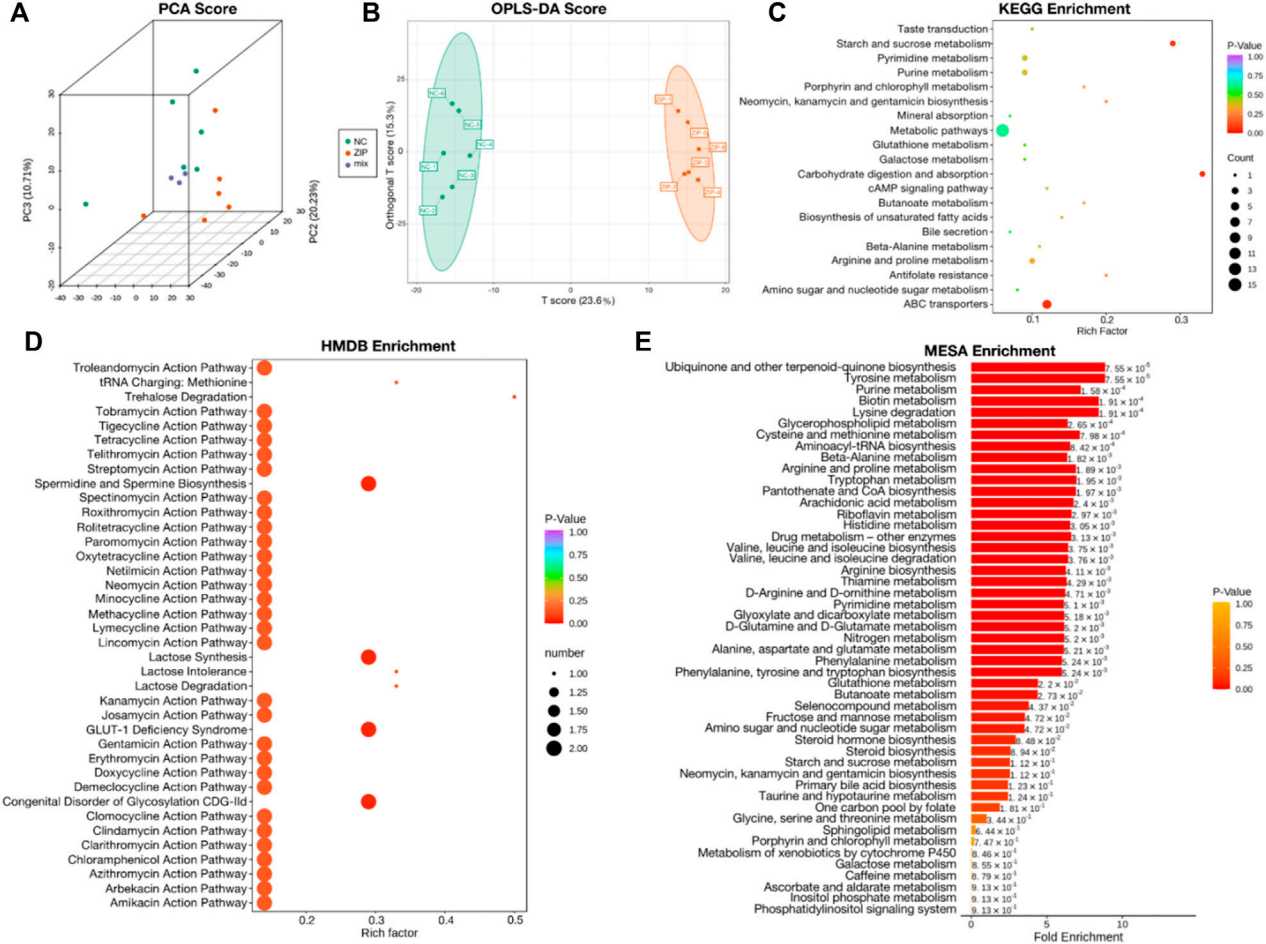
Metabolic analysis of SLC39A1-Overexpressed OSRC-2 cells. **(A)** Principal Component analysis (PCA) and **(B)** Orthogonal Partial Least Squares-Discriminant Analysis (OPLS-DA) score plots between NC and ZIP groups. **(C)** KEGG pathway analysis of metabolomic data. **(D)** HMDB enrichment of metabolic data. **(E)** MSEA enrichment of metabolic data. The label to the right of the column chart indicates *p*-value.

**TABLE 2:** Identification results of significant differential metabolites in cell samples.

Metabolites	VIP	*p*_value	FC	Log_2_FC	Type
(R)-2-hydroxystearic acid	1.026262304	0.150466678	2.357333023	1.237155584	up
N-Oleoylethanolamine	1.794095424	0.003811691	0.382583326	−1.386154097	down
Uridine	1.862551429	0.003392615	0.44267699	−1.175673711	down
D-Trehalose	1.031047395	0.028538386	0.466447489	−1.100213419	down
Lactose	1.031047395	0.028538386	0.466447489	−1.100213419	down
Lactulose	1.031047395	0.028538386	0.466447489	−1.100213419	down
Maltose	1.031047395	0.028538386	0.466447489	−1.100213419	down
4-Guanidinobutyric Acid	1.644191608	0.006362563	0.478042103	−1.064790407	down
Phenyllactate (Pla)	1.174460381	0.022824344	0.484997939	−1.043949478	down
Uridine 5-Monophosphate	1.176790122	0.162335978	0.463132865	−1.110501956	down
N-lactoyl-phenylalanine	1.669737584	0.0098291	0.439787525	−1.185121413	down
D-Malic acid	1.627669732	0.018114668	0.495722017	−1.012396758	down
3-Methyluridine	1.929564294	0.002227522	0.319995889	−1.643874724	down
5-Hydroxy-2′-deoxyuridine	1.862551429	0.003392615	0.44267699	−1.175673711	down
Gly-Gly	1.571840697	0.002138695	0.430891368	−1.214603899	down
Adenosine 2′-Phosphate	1.316383154	0.152484703	0.41634288	−1.264155943	down
L-Methionine	1.776940312	0.00077552	0.492652152	−1.021358735	down
Asp-phe	1.046400676	0.358657024	0.495944425	−1.011749631	down
2′-Deoxyinosine	1.532960767	0.00715507	0.452891979	−1.142761107	down
2-Hydroxy-6-Aminopurine	1.155758566	0.241141732	0.465095063	−1.104402468	down
Oleamide	1.924806509	6.39059E-05	0.268566704	−1.896647638	down
Spermidine	1.396948582	0.025423149	0.420968131	−1.248217075	down
FFA (20:1)	1.727570459	0.002707229	0.265337637	−1.914098766	down
Gly-Phe	1.13556765	0.212600373	0.447247405	−1.160854984	down
N-(2-hydroxyethyl)stearamide	1.953727522	3.41233E-05	0.437311551	−1.193266638	down
2,4-diacetamino-2,4,6-triphenoxy-D-mannopyranose	1.071497895	0.281356736	0.492180041	−1.022741941	down
Guanine	1.155758566	0.241141732	0.465095063	−1.104402468	down
Ala-Phe	1.344414419	0.063840035	0.482970486	−1.049993067	down
Nicotinamide riboside (chloride)	1.309922868	0.063146704	0.333891167	−1.582550169	down
(E,Z)-2-Amino-3,14-octadecadien-1-ol	1.924806509	6.39059E-05	0.268566704	−1.896647638	down
Ile-Asp	1.010367737	0.40221139	0.496493079	−1.010154487	down
Bis(2-ethylhexyl) phthalate	1.887840954	0.000315942	0.456019919	−1.132831253	down
1-O-Hexadecyl-2-O-(2E-butenoyl)-sn-glyceryl-3-phosphocholine	1.498387225	0.015862398	0.497110428	−1.008361728	down
1-Oleoyl-2-acetyl-sn-glycerol	1.677918508	0.004816631	0.395767044	−1.337276614	down
5alpha-cholest-8-en-3-one	1.688626191	0.020456378	0.31539651	−1.664761398	down
Docosatrienoic acid	1.779951599	0.007774672	0.331983542	−1.590816375	down
Lagocholic acid	1.825654736	0.001145095	0.48324243	−1.049180963	down
Amastatin	1.319838137	0.460739062	0.439074016	−1.187463935	down
Cidofovir	1.089783659	0.351788917	0.478857045	−1.062333067	down
Macluraxanthone	1.709475948	0.014630029	0.402322996	−1.313573894	down
17-phenoxy trinor Prostaglandin F2 isopropyl ester	1.876280492	0.003048513	0.283684516	−1.817640687	down
Arg Tyr Ser	1.816846267	0.004637158	0.459449778	−1.122020924	down
Asp Ile Leu	1.238714749	0.253675276	0.455604991	−1.134144543	down
Asp-Ile	1.119726645	0.343004074	0.453756913	−1.140008473	down
Dihydro Isorescinnamine	1.889098004	0.001158257	0.263593609	−1.923612705	down
Glu Asn Ile Ile Asp	1.556418266	0.014100853	0.459065114	−1.123229293	down
Glu Glu Met Ile Ala	1.299664555	0.076952867	0.458315081	−1.125588337	down
Hexadecyl Acetyl Glycerol	1.881653456	1.20369E-05	0.425131424	−1.234019195	down
Huratoxin	1.659772823	0.000270397	0.470711454	−1.087085136	down
Lys Ile Val Lys	1.792448631	0.008780319	0.312597122	−1.677623601	down
N-dodecanoyl-L-Homoserine lactone-3-hydrazone-biotin	1.796933647	0.000749497	0.499898179	−1.000293823	down
Neomycin C	1.621473216	0.010855042	0.47575651	−1.071704698	down
Neurosporaxanthin;all-trans-Neurosporaxanthin	1.423578723	0.033931325	0.139068695	−2.846130392	down
Phe Lys Thr Glu	1.362690575	0.031184707	0.391329658	−1.353543642	down
Prephytoene diphosphate	1.930776567	1.06291E-06	0.418528927	−1.256600757	down
R-4-benzyl-3-((R)-3-hydroxy-2,2-dimethyloctanoyl)-5,5-dimethyloxazolidin-2-one	1.418030313	0.026251978	0.437099278	−1.193967099	down
Tyr Glu Gln Asp	1.815469014	4.49847E-05	0.464389266	−1.106593469	down
(6S,7R,8R,11S,12S,15R,16R)-7-(hydroxymethyl)-7,12,16-trimethyl-15-[(2R)-6-methyl-5-methylideneheptan-2-yl]pentacyclo [9.7.0.01,3.03,8.012,16]octadecan-6-ol	1.220343105	0.030324096	0.204957094	−2.286606167	down
[(2S)-2-pentadecanoyloxy-3-tetradecanoyloxypropyl] (4Z,7Z,10Z,13Z,16Z,19Z)-docosa-4,7,10,13,16,19-hexaenoate	1.008314167	0.009203128	0.378689054	−1.400914373	down
(2R,3R,4S,5S,6R)-2-[[(3S,4S,4aR,6aR,6bS,8aR,9R,12aS,14aR,14bR)-9-hydroxy-4-(hydroxymethyl)-4,6a,6b,8a,11,11,14b-heptamethyl-1,2,3,4a,5,6,7,8,9,10,12,12a,14,14a-tetradecahydropicen-3-yl]oxy]-6-(hydroxymethyl)oxane-3,4,5-triol	1.229648547	0.025360154	0.097710661	−3.355340208	down

**FIGURE 4:**
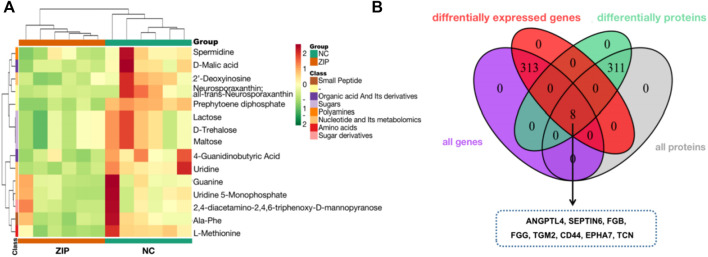
Metabolic analysis and Integrated analysis of SLC39A1-Overexpressed OSRC-2 cells. **(A)** Metabolites cluster analysis based on KEGG enrichment analysis result. **(B)** 8 genes have changes at both the transcriptional and protein levels.

### 3.4 Integrated proteomics, transcriptomics and metabolomics data

Transcriptomics and proteomics data described the relationship between proteins and genes. 

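At the mRNA level, EPHA7, TGM2, CD44 and TCN2 were higher in ZIP and FGB, FGG, SEPTIN6 and ANGPTL4 were lower, each as a DEG in edgeR. The figure names TCN, read here as TCN2, since TCN1 has no row in the table. These genes were chosen on the same libraries, so this is not independent evidence, and their proteins were not analysed here. EPHA7 (ENSG00000135333, chromosome 6 from 93240020 to 93419687), an ephrin receptor, rose from 79.0 ± 4.33 CPM in NC to 216 ± 6.42 CPM in ZIP (SD, n = 3), with a standard error of 0.0495 on the log2 scale and an adjusted p of 5.1e-11. TGM2 (ENSG00000198959, chromosome 20 from 38127385 to 38166578), a transglutaminase that cross-links matrix proteins, rose from 118 ± 17.0 CPM in NC to 282 ± 21.3 CPM in ZIP (SD, n = 3), a log2 fold change of 1.25 (standard error 0.0799, adjusted p = 2.11e-08). CD44 (ENSG00000026508, chromosome 11 from 35138882 to 35232402), a hyaluronan receptor, rose from 44.3 ± 6.92 CPM in NC to 95.8 ± 3.20 CPM in ZIP (SD, n = 3), a log2 fold change of 1.11 (standard error 0.0799, adjusted p = 6.84e-08). TCN2 (ENSG00000185339, chromosome 22 from 30607003 to 30627271), a carrier of vitamin B12, rose from 20.0 ± 1.30 CPM in NC to 41.5 ± 2.40 CPM in ZIP (SD, n = 3), a log2 fold change of 1.05 (standard error 0.0721, adjusted p = 4.42e-08). ANGPTL4 (ENSG00000167772, chromosome 19 from 8363289 to 8374370), a secreted inhibitor of lipoprotein lipase, fell from 37.4 ± 4.06 CPM in NC to 10.2 ± 0.655 CPM in ZIP (SD, n = 3), with a standard error of 0.0928 on the log2 scale and an adjusted p of 1.9e-09. SEPTIN6 (ENSG00000125354, chromosome X from 119615724 to 119693370), a cytoskeletal GTPase, fell from 12.4 ± 0.745 CPM in NC to 5.08 ± 0.318 CPM in ZIP (SD, n = 3), a log2 fold change of -1.28 (standard error 0.115, adjusted p = 6.73e-07).

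**Figure D4:**
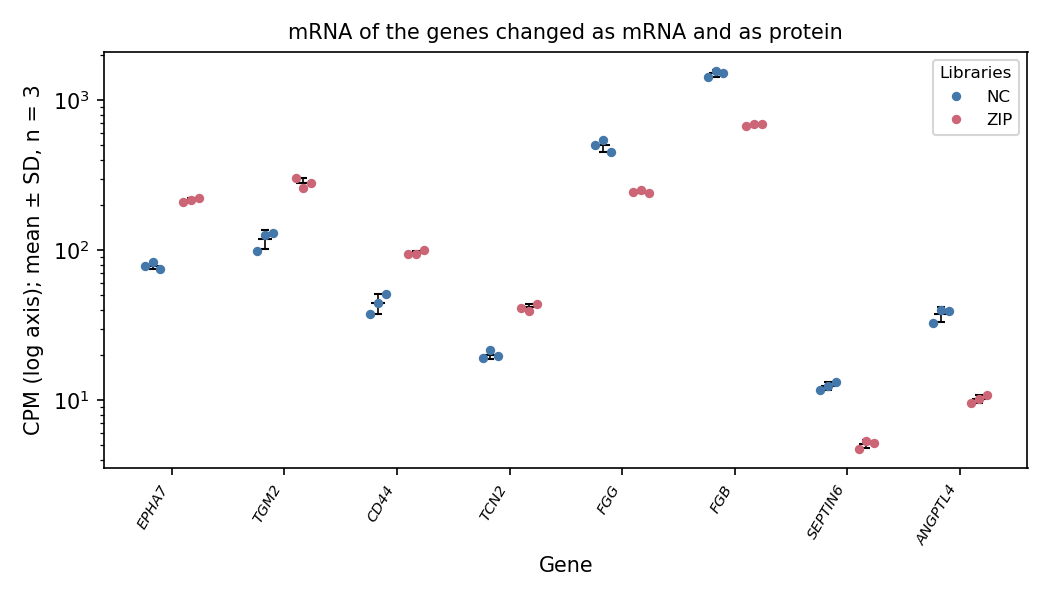
mRNA levels of 8 genes in CPM on a log axis. Each point is 1 library, and the black bars give the mean and SD of the 3 NC or 3 ZIP libraries. The ZIP points lie above the NC points for EPHA7, TGM2, CD44 and TCN2 and below them for FGG, FGB, SEPTIN6 and ANGPTL4, with no overlap for any of the 8.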

The Venn diagram illustrated that a total of 8 proteins were differentially expressed at both mRNA and protein levels. The heatmap showed the correspondence between regulation types of 8 proteins (Figure 4B).

Comprehensive analysis based on proteomics, transcriptomics and metabolomics data interpreted potential correlation between differentially expressed metabolites and genes. The Enrichment analysis was performed by mapping differential genes and metabolites to the KEGG pathway. SLC39A1 caused significant disturbances in metabolic pathways in renal cancer cells and altered transcriptional and translational levels of 71 genes (Supplementary Figure S4). The metabolism of several substances was remarkably affected: purine metabolism, pyrimidine metabolism, multiple amino acids metabolism, lactose metabolism, and free fatty acid metabolism. Combined data analysis showed that the increased abundance of SLC39A1 caused significant metabolic reprogramming.

In nucleotide metabolism, significant downregulation of uridine, UMP, as well as upregulation of 2′-Deoxyinosine were observed (Figure 5A). Correspondingly, enzymes in pyrimidine and purine metabolism also changed: phosphodiesterase 2A (PDE2A), adenylate kinase 6 (AK6), dihydropyrimidine dehydrogenase (DPYD), Deoxycytidine kinase (DCK) expressions were decreased, and guanylate cyclase 1 soluble subunit alpha 1 (GUCY1A1/GCYA1) increased (Figure 5B). 

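In the RNA-seq data, PDE2A (ENSG00000186642, chromosome 11 from 72576141 to 72674591) fell from 5.24 ± 0.353 CPM in NC to 2.31 ± 0.569 CPM in ZIP (SD, n = 3), a log2 fold change of -1.17 (standard error 0.191, adjusted p = 0.000207) in edgeR. The mRNA of DPYD (ENSG00000188641, chromosome 1 from 97077743 to 97995000), which starts the breakdown of uracil, was 54.7 ± 3.01 CPM in NC and 58.6 ± 1.50 CPM in ZIP (SD, n = 3), a log2 fold change of 0.10 (standard error 0.0557, adjusted p = 0.175). DCK (ENSG00000156136, chromosome 4 from 70992538 to 71030914) was at 21.5 ± 2.25 and 22.4 ± 1.10 CPM (SD, n = 3), a log2 fold change of 0.06 (standard error 0.0857, adjusted p = 0.644). GUCY1A1 (ENSG00000164116, chromosome 4 from 155666726 to 155737059) was at 23.9 ± 2.87 and 26.7 ± 2.62 CPM (SD, n = 3), a log2 fold change of 0.16 (standard error 0.093, adjusted p = 0.208). None of these last 3 genes was called, and AK6 has no row in the table. Of 34 tested genes of purine synthesis and interconversion, 11 were higher and 6 lower (11 and 7 when adjusted over the list alone), with a set test adjusted p of 0.468. Their median log2 fold change was 0.03, and it was -0.02 with library totals alone. The purine genes with the smallest p-values were PNP (0.68), ADSS2 (0.41), PFAS (0.36) and AK3 (-0.36), and among the lower ones GMPR (ENSG00000137198, chromosome 6 from 16238587 to 16295549), which turns GMP into IMP, fell from 1.65 ± 0.132 CPM in NC to 0.714 ± 0.241 CPM in ZIP (SD, n = 3), a log2 fold change of -1.22 (standard error 0.302, adjusted p = 0.00496). Of 27 tested genes of pyrimidine synthesis and breakdown, 6 were higher and 4 lower (6 and 4 when adjusted over the list alone), with a median of 0.06 and a set test adjusted p of 0.482. The counts were 4 higher and 2 lower without NC replicate 1, and 5 higher and 2 lower without ZIP replicate 3. CDA (ENSG00000158825, chromosome 1 from 20589086 to 20618903), which deaminates cytidine, fell from 8.04 ± 0.832 CPM in NC to 2.78 ± 0.423 CPM in ZIP (SD, n = 3), a log2 fold change of -1.53 (standard error 0.159, adjusted p = 2.81e-06). NME1, DTYMK and CTPS1 rose, with log2 fold changes of 0.44, 0.43 and 0.24, and 18.6% of the exonic bases of NME1 are shared with a neighbour.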

Galactose metabolism was also transformed, in which lactose and lactulose were reduced (Figure 5A). 

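The mRNA of the aldose reductase gene AKR1B1 (ENSG00000085662, chromosome 7 from 134442356 to 134459284), which reduces galactose to galactitol, fell from 3931 ± 304 CPM in NC to 1814 ± 53.1 CPM in ZIP (SD, n = 3), a log2 fold change of -1.12 (standard error 0.0531, adjusted p = 1.24e-09) in edgeR. GALT (ENSG00000213930, chromosome 9 from 34638133 to 34651035) was 14.2 ± 0.647 CPM in NC and 12.5 ± 0.268 CPM in ZIP (SD, n = 3), a log2 fold change of -0.18 (standard error 0.0895, adjusted p = 0.125), and 18.7% of its exonic bases are shared with another gene. GALM (ENSG00000143891, chromosome 2 from 38666081 to 38741237), which converts the anomers of galactose, fell from 39.6 ± 3.80 CPM in NC to 30.1 ± 0.815 CPM in ZIP (SD, n = 3), a log2 fold change of -0.40 (standard error 0.0717, adjusted p = 0.000453). The liver glucose-6-phosphatase gene G6PC1 has no row in the table. Its paralog G6PC3 (ENSG00000141349, chromosome 17 from 44070735 to 44076344) was 48.5 ± 2.27 CPM in NC and 53.1 ± 1.58 CPM in ZIP (SD, n = 3), a log2 fold change of 0.13 (standard error 0.056, adjusted p = 0.0835), with an adjusted p of 0.0472 without NC replicate 1 (0.0472 to 0.277 over the alternatives). PDRG1 (ENSG00000088356, chromosome 20 from 31944337 to 31952046), which Figure 5B also names, rose from 47.9 ± 0.294 CPM in NC to 58.5 ± 2.05 CPM in ZIP (SD, n = 3), a log2 fold change of 0.29 (standard error 0.0528, adjusted p = 0.000526), and genes on the opposite strand overlap 31.1% of its exonic bases. Of 17 tested genes of galactose metabolism, 3 were higher and 4 lower (3 and 4 when adjusted over the list alone). Their median log2 fold change was 0.06, while the set test pointed downwards with an adjusted p of 0.855. The median was 0.02 without ZIP replicate 1 and 0.01 with library totals alone. PGM1 and B4GALT1, a subunit of lactose synthase, fell, with log2 fold changes of -0.34 and -0.30.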

Aldoketo reductase family 1 member B (AKR1B1) and galactose-1-phosphate uridylyltransferase (GALT) were consumed, galactose mutarotase enzyme (GALM) and glucose-6-phosphatase (G6PC) were activated (Figure 5B). In amino acids and peptides metabolism, SLC39A1 reduced methionine in RCC cells and decreased cystathionine gamma-lyase (CTH) level (Figure 5A). 

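The mRNA of CTH (ENSG00000116761, chromosome 1 from 70411218 to 70439851) fell from 3.06 ± 0.686 CPM in NC to 1.35 ± 0.346 CPM in ZIP (SD, n = 3), a log2 fold change of -1.18 (standard error 0.255, adjusted p = 0.00195) in edgeR. Of 25 tested genes of the methionine cycle and of polyamines, 8 were higher and 7 lower (10 and 8 when adjusted over the list alone), but 6 and 9 with library totals alone. Their median log2 fold change was 0.01, and -0.04 under that scaling (set test, adjusted p = 0.95). In polyamine synthesis, ODC1 (ENSG00000115758, chromosome 2 from 10439968 to 10448327), which makes putrescine, rose from 187 ± 3.23 CPM in NC to 240.4 ± 3.85 CPM in ZIP (SD, n = 3), a log2 fold change of 0.36 (standard error 0.041, adjusted p = 6.63e-06). SRM (ENSG00000116649, chromosome 1 from 11054584 to 11060020), the spermidine synthase, rose from 138 ± 4.50 CPM in NC to 194 ± 5.10 CPM in ZIP (SD, n = 3), a log2 fold change of 0.49 (standard error 0.0442, adjusted p = 6.75e-07). SMOX (ENSG00000088826, chromosome 20 from 4120980 to 4187747), which oxidises spermine back to spermidine, rose from 46.9 ± 4.56 CPM in NC to 74.5 ± 4.91 CPM in ZIP (SD, n = 3), a log2 fold change of 0.67 (standard error 0.0693, adjusted p = 2.88e-06).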

SLC39A1 also participated in GSH metabolism, reducing spermidine production (Figure 5A). 

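CHAC1 (ENSG00000128965, chromosome 15 from 40952962 to 40956512), a target of the transcription factor ATF4 that degrades glutathione, fell from 5.27 ± 1.42 CPM in NC to 2.20 ± 0.0791 CPM in ZIP (SD, n = 3), a log2 fold change of -1.25 (standard error 0.204, adjusted p = 0.000202) in edgeR. NAT8 (ENSG00000144035, chromosome 2 from 73640723 to 73642422), which acetylates cysteine conjugates, rose from 0.404 ± 0.238 CPM in NC to 1.50 ± 0.49 CPM in ZIP (SD, n = 3), a log2 fold change of 1.84 (standard error 0.399, adjusted p = 0.00195). This gene rests on few reads, and its log2 fold change was 2.46 without NC replicate 2. The mitochondrial isocitrate dehydrogenase gene IDH2 (ENSG00000182054, chromosome 15 from 90083045 to 90102477) was 192 ± 16.9 CPM in NC and 193 ± 3.02 CPM in ZIP (SD, n = 3), a log2 fold change of 0.01 (standard error 0.0545, adjusted p = 0.92). Of 23 tested genes of glutathione synthesis and use, 4 were higher and 10 lower (4 and 11 when adjusted over the list alone). The DEGs of the list are all genes that the paper names, with NAT8 higher and GSTM4, GSTM3, CHAC1, SLC7A11 and CTH lower. The count is therefore in part not independent of the paper's choice. The list had a median log2 fold change of -0.08 and a set test adjusted p of 0.13. The median was -0.14 without NC replicate 2, -0.14 without ZIP replicate 2 and -0.04 without NC replicate 1. The first step of synthesis is carried by GCLC (ENSG00000001084, chromosome 6 from 53497341 to 53616970) and GCLM (ENSG00000023909, chromosome 1 from 93885199 to 93909456). GCLC fell from 39.0 ± 4.20 CPM in NC to 26.5 ± 1.71 CPM in ZIP (SD, n = 3), a log2 fold change of -0.56 (standard error 0.0805, adjusted p = 6.65e-05), and GCLM fell from 257 ± 16.0 CPM in NC to 197 ± 9.21 CPM in ZIP (SD, n = 3), a log2 fold change of -0.38 (standard error 0.0516, adjusted p = 3.9e-05). Of the glutathione transferases, GSTM4 (ENSG00000168765, chromosome 1 from 109656099 to 109674836) fell from 9.75 ± 0.934 CPM in NC to 4.42 ± 0.445 CPM in ZIP (SD, n = 3), a log2 fold change of -1.14 (standard error 0.133, adjusted p = 9.05e-06), and GSTM3 fell by 1.05 on the log2 scale.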

SLC39A1 downregulated CHAC1 (γ-GCTs, the glutathione-specific degradation enzymes) and isocitrate dehydrogenase-like protein (IDHP), while promoted N-acetyltransferase 8 (NAT8) (Figure 5B). 

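SCD (ENSG00000099194, chromosome 10 from 100347233 to 100364826), which introduces the double bond into stearate, rose from 162 ± 6.47 CPM in NC to 366 ± 17.5 CPM in ZIP (SD, n = 3), a log2 fold change of 1.17 (standard error 0.0481, adjusted p = 2.93e-10) in edgeR. Of 16 tested genes of fatty acid synthesis and desaturation, 11 were higher and 0 lower (12 and 0 when adjusted over the list alone), with a median log2 fold change of 0.34. The set test gave an adjusted p of 6.43e-05 with a preset correlation between genes of 0.01 and of 0.128 with the correlation estimated from these libraries. FASN (ENSG00000169710, chromosome 17 from 82078338 to 82098294), the fatty acid synthase, rose from 342 ± 11.7 CPM in NC to 611 ± 26.9 CPM in ZIP (SD, n = 3), a log2 fold change of 0.84 (standard error 0.0459, adjusted p = 3.57e-09). SREBF1 (ENSG00000072310, chromosome 17 from 17810399 to 17837011), the transcription factor that drives these genes, rose from 70.7 ± 9.28 CPM in NC to 108 ± 4.85 CPM in ZIP (SD, n = 3), a log2 fold change of 0.61 (standard error 0.072, adjusted p = 9.73e-06).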

In lipid metabolism, SLC39A1 significantly increased free fatty acids (Figure 5A), and stearoyl-CoA desaturase (SCD) expression level increased (Figure 5B).

**FIGURE 5:**
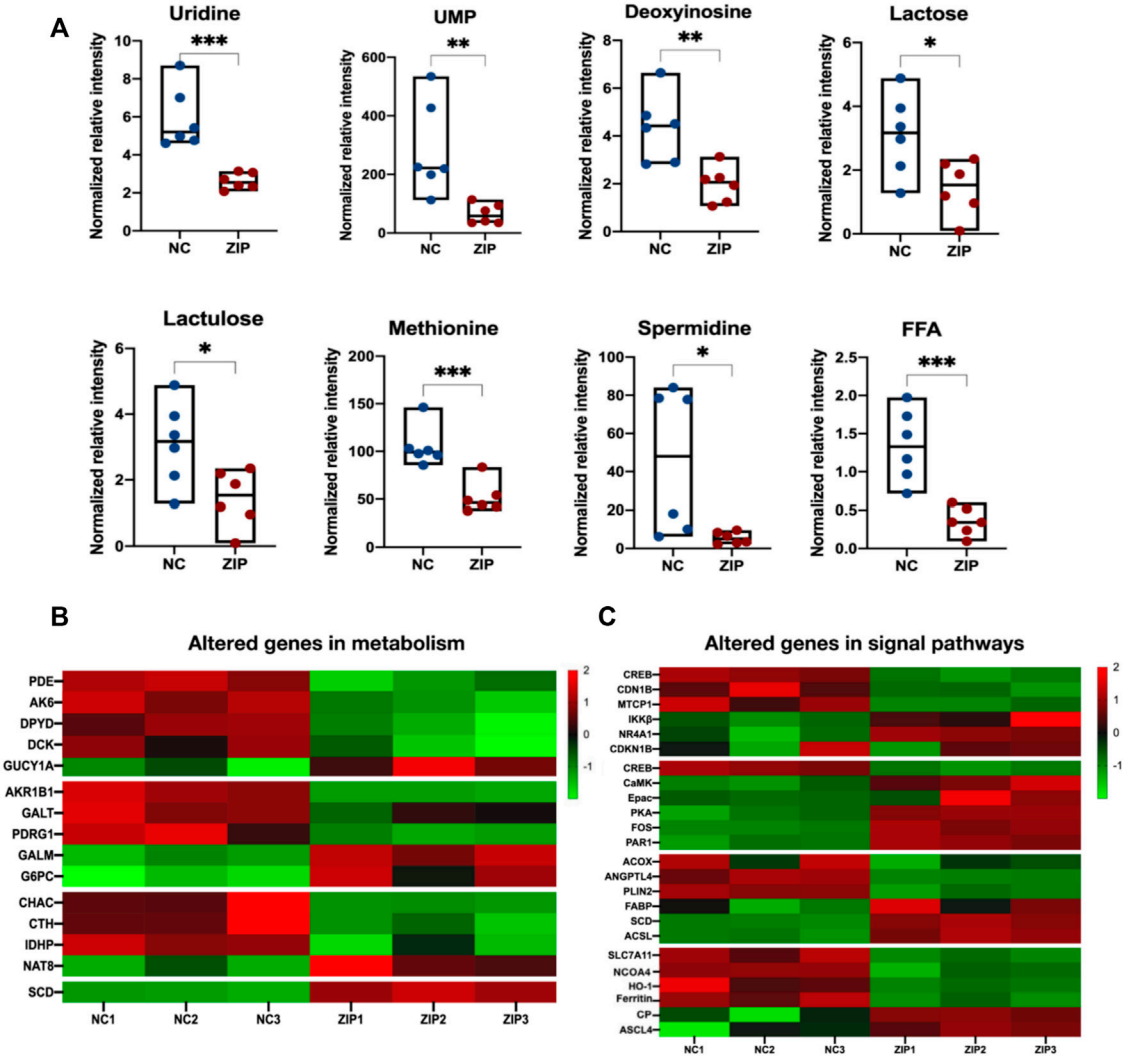
Integrated analysis result of altered metabolites and genes in metabolism and signal pathways. **(A)** 8 metabolites were indicated to be significantly altered and were all downregulated. The *Y*-axis displays the relative intensity and the *X*-axis the experimental groups. The upper and lower horizontal lines represent the maximum and minimum values, the middle lines represent the median, and the dots represent the samples. *p < 0.05, **p < 0.01, ***p < 0.001, as determined by Student’s *t*-test. **(B**,**C)** The heatmap of altered genes in metabolism and signal pathways triggered by SLC39A1 in OSRC-2 cells. Red indicates upregulated and green downregulated genes.

Abnormal metabolic activities were generally accompanied with dysregulated oncogenic signal pathways (Park et al., 2020). SLC39A1 had been shown to regulate key genes in signal transduction pathways closely associated with tumorigenesis and development, involving PI3K-AKT signal pathway, cAMP signal pathway, PPAR signal pathway, and ferroptosis. 

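The mRNA of MTCP1 (ENSG00000214827, chromosome X from 155064034 to 155147937), a coactivator of AKT, was 5.24 ± 1.81 CPM in NC and 3.94 ± 0.226 CPM in ZIP (SD, n = 3), a log2 fold change of -0.42 (standard error 0.208, adjusted p = 0.132) in edgeR. Without NC replicate 3 the log2 fold change was -0.63 with an adjusted p of 0.0155 (0.0155 to 0.692 over the alternatives), and 46.9% of the exonic bases of MTCP1 are shared with another gene. Of the CREB family, CREB3L3 (ENSG00000060566, chromosome 19 from 4153631 to 4173054) fell from 5.29 ± 0.447 CPM in NC to 1.10 ± 0.37 CPM in ZIP (SD, n = 3, adjusted p = 2.35e-06 from edgeR). CREB1 (ENSG00000118260, chromosome 2 from 207529737 to 207605988) was 52.5 ± 1.39 and 53.3 ± 2.14 CPM (SD, n = 3), a log2 fold change of 0.02 (standard error 0.0543, adjusted p = 0.787). CDKN1B (ENSG00000111276, chromosome 12 from 12715058 to 12722369) was 49.2 ± 5.15 and 46.6 ± 0.384 CPM (SD, n = 3), a log2 fold change of -0.08 (standard error 0.0683, adjusted p = 0.4), with an adjusted p of 0.0359 without NC replicate 3 (0.0359 to 0.86 over the alternatives). IKBKB (ENSG00000104365, chromosome 8 from 42271302 to 42332460) was 49.4 ± 4.52 and 51.0 ± 2.95 CPM (SD, n = 3), a log2 fold change of 0.04 (standard error 0.0685, adjusted p = 0.657). The nuclear receptor gene NR4A1 (ENSG00000123358, chromosome 12 from 52022832 to 52059507) was 7.12 ± 1.09 and 5.99 ± 1.09 CPM (SD, n = 3), a log2 fold change of -0.26 (standard error 0.158, adjusted p = 0.225). Of 30 tested genes of the PI3K-AKT core, 7 were higher and 7 lower (8 and 7 when adjusted over the list alone), or 5 and 7 with library totals alone, 6 and 3 without ZIP replicate 1 and 3 and 4 without ZIP replicate 3, with a median of 0.07 and a set test adjusted p of 0.854. PIK3R1 (ENSG00000145675, chromosome 5 from 68215756 to 68301821), the regulatory subunit of the kinase, fell from 85.7 ± 1.68 CPM in NC to 53.4 ± 4.06 CPM in ZIP (SD, n = 3), a log2 fold change of -0.68 (standard error 0.0573, adjusted p = 3.51e-07). The adaptor gene IRS2 fell by 0.53 on the log2 scale, whereas AKT1 (ENSG00000142208, chromosome 14 from 104769349 to 104795751) rose from 172 ± 4.45 CPM in NC to 217 ± 8.53 CPM in ZIP (SD, n = 3), a log2 fold change of 0.33 (standard error 0.0446, adjusted p = 3.47e-05). Of 18 tested genes of NF-kB and inflammatory cytokines, 3 were higher and 5 lower (3 and 5 when adjusted over the list alone). The median was 0.00, or -0.04 with library totals alone, and the set test pointed downwards with an adjusted p of 0.583. BIRC3, TNFAIP3 and CXCL5 fell, with log2 fold changes of -0.90, -0.44 and -0.56.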

In PI3K-AKT pathway, SLC39A1 reduced mature T cell proliferation 1 (MTCP1) and downregulated AKT downstream factor: cAMP-response element binding protein (CREB) and cyclin-dependent kinase inhibitor 1B (CDN1B), but up-regulated I-kappaB kinase beta (IKKβ). In cAMP signal pathway, calcium/calmodulin dependent protein kinase II gamma (CaMK) activity was activated. Exchange protein directly activated by cAMP (Epac) and PKA expression were upregulated. 

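At the mRNA level, CAMK2G (ENSG00000148660, chromosome 10 from 73812501 to 73874591) was 49.3 ± 1.77 CPM in NC and 47.7 ± 1.28 CPM in ZIP (SD, n = 3), a log2 fold change of -0.05 (standard error 0.0549, adjusted p = 0.512) in edgeR. Its relative CAMK2D rose (0.35). RAPGEF3 (ENSG00000079337, chromosome 12 from 47734363 to 47771040), which encodes Epac, was lower in ZIP at 163 ± 2.76 CPM against 194 ± 29.7 CPM in NC (SD, n = 3), a log2 fold change of -0.26 (standard error 0.0773, adjusted p = 0.0166). This call depends on the test and the libraries. Its adjusted p was 0.116 with DESeq2, 0.168 with a robust edgeR fit, 0.103 without NC replicate 2, where the log2 fold change was -0.15, and 0.0578 without ZIP replicate 2 (3.85e-05 to 0.168 over the alternatives), and genes on the opposite strand overlap 15.9% of its exonic bases. Of the catalytic subunits of PKA, PRKACA has no row in the table, and PRKACB (ENSG00000142875, chromosome 1 from 84078062 to 84238498) was 77.6 ± 2.99 and 73.2 ± 2.18 CPM (SD, n = 3), a log2 fold change of -0.08 (standard error 0.0505, adjusted p = 0.218). The related kinase gene PRKX (ENSG00000183943, chromosome X from 3604340 to 3713649) was 38.6 ± 1.64 and 34.9 ± 0.612 CPM (SD, n = 3), a log2 fold change of -0.15 (standard error 0.0598, adjusted p = 0.0657), with an adjusted p of 0.02 with upper-quartile factors and 0.0183 with library totals alone (0.0183 to 0.228 over the alternatives). Of 26 tested genes of cAMP signalling, 4 were higher and 7 lower (5 and 9 when adjusted over the list alone), among them the adenylate cyclase gene ADCY9 (-0.36). The counts were 2 and 10 with library totals alone and with upper-quartile factors, 2 and 9 without NC replicate 1, and 2 and 6 without ZIP replicate 3. The median log2 fold change was 0.00, or -0.05 with library totals alone, and the set test pointed downwards with an adjusted p of 0.78. FOS (ENSG00000170345, chromosome 14 from 75278826 to 75282230), which Figure 5C places in this pathway with F2R, rose from 1.91 ± 0.151 CPM in NC to 5.85 ± 0.418 CPM in ZIP (SD, n = 3, adjusted p = 3.41e-06 from edgeR). Of 31 tested genes of AP-1 and other immediate early genes, 12 were higher and 4 lower (12 and 4 when adjusted over the list alone), and the median was 0.10. The set test gave an adjusted p of 0.144, and of 0.0292 without NC replicate 3 (0.0292 to 0.656 over the alternatives). The median was 0.17 without NC replicate 3 and 0.15 without ZIP replicate 2. EGR1 (ENSG00000120738, chromosome 5 from 138465479 to 138469303) rose from 41.1 ± 5.02 CPM in NC to 99.0 ± 19.6 CPM in ZIP (SD, n = 3), a log2 fold change of 1.27 (standard error 0.114, adjusted p = 6.56e-07), JUN rose (0.50) and the phosphatase gene DUSP1 fell (-0.56).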

In PPAR signal pathway, fatty acid binding protein (FABP), SCD, and acyl-CoA synthetase long-chain (ACSL) were upregulated, with lower expression of angiopoietin like 4 (ANGPTL4), perilipin 2 (PLIN2), and acyl-CoA oxidase (ACOX). In addition, SLC39A1 also had important regulation on ferroptosis-related factors: solute carrier family 7 member 11 (SLC7A11), nuclear receptor coactivator 4 (NCOA4), heme oxygenase 1 (HO-1), and ferritin were decreased, and the expression of achaete-scute family bHLH transcription factor 4 (ASCL4) and ceruloplasmin (CP) were activated (Figure 5C).

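Of the fatty acid binding proteins, FABP1 and FABP4 have no row in the table. FABP5 (ENSG00000164687, chromosome 8 from 81280536 to 81284777) rose from 11.8 ± 1.39 CPM in NC to 15.2 ± 1.35 CPM in ZIP (SD, n = 3), a log2 fold change of 0.36 (standard error 0.106, adjusted p = 0.0147) in edgeR, but its adjusted p was 0.061 without NC replicate 3, 0.0671 without ZIP replicate 1 and 0.0587 without ZIP replicate 3 (0.00536 to 0.0671 over the alternatives). The log2 fold changes of FABP3, FABP6 and FABP7 were -0.12, -0.02 and 0.69, with adjusted p-values of 0.803, 0.913 and 0.103. Of the acyl-CoA synthetases, ACSL3 (ENSG00000123983, chromosome 2 from 222860942 to 222944639) rose from 92.8 ± 1.45 CPM in NC to 122 ± 2.46 CPM in ZIP (SD, n = 3), a log2 fold change of 0.39 (standard error 0.0439, adjusted p = 5.77e-06), and ACSL4 (ENSG00000068366, chromosome X from 109624244 to 109733403) rose from 157 ± 14.3 CPM in NC to 184 ± 2.81 CPM in ZIP (SD, n = 3), a log2 fold change of 0.23 (standard error 0.0562, adjusted p = 0.00515). ACSL5 (ENSG00000197142, chromosome 10 from 112374018 to 112428380) rose from 4.61 ± 0.644 CPM in NC to 6.25 ± 0.942 CPM in ZIP (SD, n = 3), a log2 fold change of 0.44 (standard error 0.158, adjusted p = 0.0408), a call that was lost with upper-quartile factors (adjusted p = 0.0639), library totals alone (0.0644), DESeq2 (0.0748) and the replicate number as a block (0.0578). It was also lost without NC replicate 1 (0.118), NC replicate 2 (0.118), ZIP replicate 1 (0.194) or ZIP replicate 2 (0.0522), with 0.0215 to 0.194 over the alternatives. ACSL1 had a log2 fold change of 0.13 with an adjusted p of 0.0515, and of 0.0413 without NC replicate 2 (0.0413 to 0.216 over the alternatives), and ACSL6 has no row. PLIN2 (ENSG00000147872, chromosome 9 from 19108375 to 19149290), which coats lipid droplets, fell from 689 ± 19.7 CPM in NC to 373 ± 4.77 CPM in ZIP (SD, n = 3), a log2 fold change of -0.89 (standard error 0.0416, adjusted p = 1.19e-09). The acyl-CoA oxidase genes ACOX2 and ACOX3 had log2 fold changes of 0.13 and -0.12 and adjusted p-values of 0.669 and 0.255. Of 17 tested PPAR targets and genes of fatty acid oxidation, 3 were higher and 7 lower (4 and 7 when adjusted over the list alone), with a median of -0.12 and a set test adjusted p of 0.0755. The counts were 1 higher and 7 lower without NC replicate 3, and 1 higher and 6 lower without ZIP replicate 1, and the median was -0.04 without ZIP replicate 2. CPT1A (ENSG00000110090, chromosome 11 from 68754620 to 68844410), which admits fatty acids to mitochondria for oxidation, fell from 106 ± 0.683 CPM in NC to 78.2 ± 2.15 CPM in ZIP (SD, n = 3), a log2 fold change of -0.44 (standard error 0.0456, adjusted p = 3.04e-06).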

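SLC7A11 (ENSG00000151012, chromosome 4 from 138164097 to 138242349), the cystine importer, fell from 39.8 ± 5.19 CPM in NC to 17.8 ± 1.84 CPM in ZIP (SD, n = 3), a log2 fold change of -1.16 (standard error 0.0965, adjusted p = 3.21e-07) in edgeR. NCOA4 (ENSG00000266412, chromosome 10 from 46005088 to 46030623), which delivers ferritin to lysosomes, fell from 183 ± 8.17 CPM in NC to 131 ± 2.03 CPM in ZIP (SD, n = 3), a log2 fold change of -0.48 (standard error 0.0453, adjusted p = 1.12e-06). HMOX1 (ENSG00000100292, chromosome 22 from 35380361 to 35394214), which encodes HO-1, fell from 122 ± 16.2 CPM in NC to 85.6 ± 1.86 CPM in ZIP (SD, n = 3), a log2 fold change of -0.52 (standard error 0.0705, adjusted p = 4.36e-05). The ferritin heavy chain gene FTH1 (ENSG00000167996, chromosome 11 from 61959718 to 61967634) fell from 1512 ± 106 CPM in NC to 1066 ± 70.8 CPM in ZIP (SD, n = 3), a log2 fold change of -0.50 (standard error 0.0568, adjusted p = 6.63e-06), and genes on the opposite strand overlap 62.4% of its exonic bases. The light chain gene FTL (ENSG00000087086, chromosome 19 from 48965309 to 48966879) fell from 5834 ± 822 CPM in NC to 4577 ± 384 CPM in ZIP (SD, n = 3), a log2 fold change of -0.35 (standard error 0.081, adjusted p = 0.00315), with an adjusted p of 0.102 in a robust fit (4.26e-05 to 0.102 over the alternatives). CP (ENSG00000047457, chromosome 3 from 149162410 to 149221829) rose from 236 ± 16.7 CPM in NC to 369 ± 14.2 CPM in ZIP (SD, n = 3), a log2 fold change of 0.65 (standard error 0.0519, adjusted p = 2.38e-07), and genes on the opposite strand overlap 19.4% of its exonic bases. The transcription factor gene ASCL4, which the paper's Results name here, has no row in the table. The paper's Discussion also has ACSL4 rising in ferroptosis. The mRNA of ACSL4 was called higher, as given above with the acyl-CoA synthetases. GPX4 (ENSG00000167468, chromosome 19 from 1103926 to 1106791), the peroxidase that clears lipid peroxides, fell from 193 ± 8.22 CPM in NC to 173 ± 3.43 CPM in ZIP (SD, n = 3), a log2 fold change of -0.15 (standard error 0.0447, adjusted p = 0.0131), with an adjusted p of 0.0567 without ZIP replicate 2 and 0.0534 without ZIP replicate 3 (0.0023 to 0.0567 over the alternatives). Of 31 tested genes of ferroptosis, 8 were higher and 12 lower (11 and 13 when adjusted over the list alone). The median log2 fold change was -0.04 and the set test gave an adjusted p of 0.652.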

To obtain a more intuitive demonstration of the association between differential genes, proteins, and differential metabolites, a correlation network was portrayed by Cytoscape (Figure 6). 

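The network of Figure 6 holds 32 differential genes. In edgeR all 32 were DEGs, 9 higher and 23 lower in ZIP, with log2 fold changes from -2.94 to 1.84. These genes were chosen on the same libraries, so the count is not independent evidence. The largest fall was that of EDN2 (ENSG00000127129, chromosome 1 from 41478775 to 41484683), which encodes endothelin-2. It fell from 1.67 ± 0.575 CPM in NC to 0.212 ± 0.137 CPM in ZIP (SD, n = 3), a log2 fold change of -2.94 (standard error 0.443, adjusted p = 0.000103), and of -3.55 without ZIP replicate 2. ABCA4 (ENSG00000198691, chromosome 1 from 93992834 to 94121148), a lipid transporter, fell from 3.60 ± 0.0683 CPM in NC to 0.801 ± 0.226 CPM in ZIP (SD, n = 3), a log2 fold change of -2.15 (standard error 0.247, adjusted p = 8.04e-06). AKR1B10 (ENSG00000198074, chromosome 7 from 134527567 to 134541412), an aldo-keto reductase, fell from 161 ± 12.4 CPM in NC to 72.1 ± 3.69 CPM in ZIP (SD, n = 3), a log2 fold change of -1.16 (standard error 0.0584, adjusted p = 1.94e-09). Further falls were those of CYP4F3 (-1.55), PTGES (-1.51), SLC34A3 (-1.07) and MAOA (-1.00). Among the rises, the metallothionein gene MT1F (ENSG00000198417, chromosome 16 from 56657731 to 56660698) rose from 2.54 ± 0.308 CPM in NC to 5.90 ± 1.78 CPM in ZIP (SD, n = 3), a log2 fold change of 1.22 (standard error 0.212, adjusted p = 0.000345). ACSM2B, a mitochondrial acyl-CoA synthetase of the proximal tubule, rose by 1.81 on the log2 scale from 0.346 ± 0.167 CPM in NC (SD, n = 3), with an adjusted p of 0.00146.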

Differential genes and proteins caused significant disturbance in purine and pyrimidine metabolism, lactose metabolism, and glutathione and methionine metabolism. Changes in the mRNA or protein levels of enzymes (such as PDE2A, DPYD, DCK, AKR1B1, CHAC1, CTH, etc.) triggered alteration in several metabolites: uridine, deoxyinosine, spermidine, methionine, lactose, which was consistent with the results above.

**FIGURE 6:**
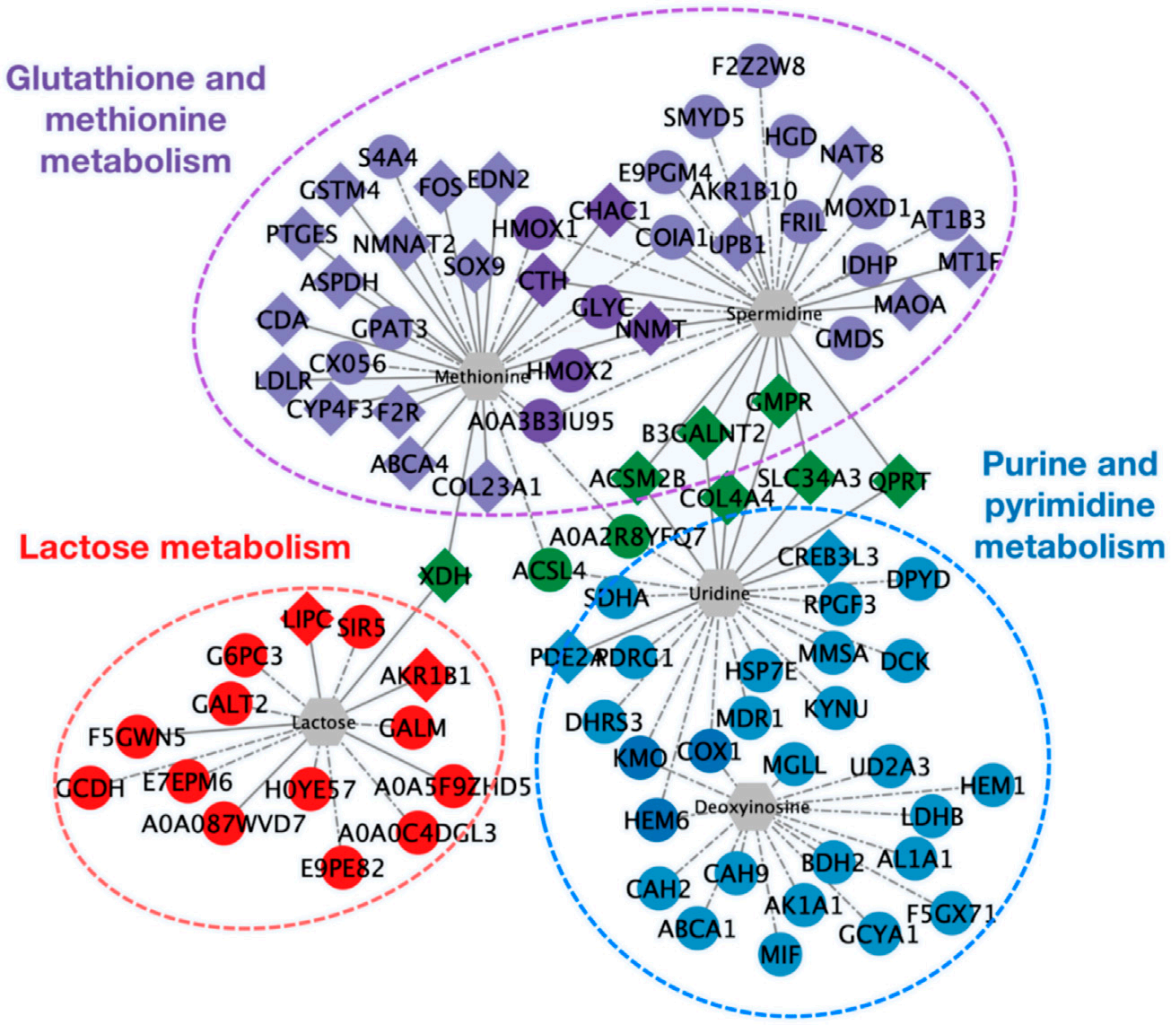
Network diagram of the interaction among differential expressed genes, proteins, and differential metabolites. Diamonds represent differential genes; circles represent differential proteins; hexagons represent differential metabolites. Realizations represent the interaction between differential expressed genes and differential metabolites; dashed lines represent the interaction between differential proteins and differential metabolites. Red indicates genes and proteins involved in lactose metabolism. Blue indicates purine and pyrimidine metabolism. Purple indicates glutathione and methionine metabolism. Green indicates differential expressed genes and proteins involved in the regulation of more than 2 types of metabolites.

## 4 Discussion

Worldwide, RCC represented the seventh in estimated new cases and the eighth in estimated death, in all oncological occurrence (Siegel et al., 2021). SLC39A1 was uncovered to be low-expressed in a variety of tumors (Golovine et al., 2008; Desouki et al., 2015). Our previous studies found that the depletion of SLC39A1 promoted tumor proliferation and invasion in RCC (Dong et al., 2014). However, the underlying mechanism through which SLC39A1 inhibited tumor progression remained unclear. In this paper, we performed comprehensive analysis based on data form transcriptomics, proteomics and metabolomics and found significant several altered metabolism and signal transduction pathways in SLC39A1-overexpressed renal cancer cells. As shown in Figure 7, SLC39A1 caused significant alteration in metabolism and signaling pathways in RCC cells.

**FIGURE 7:**
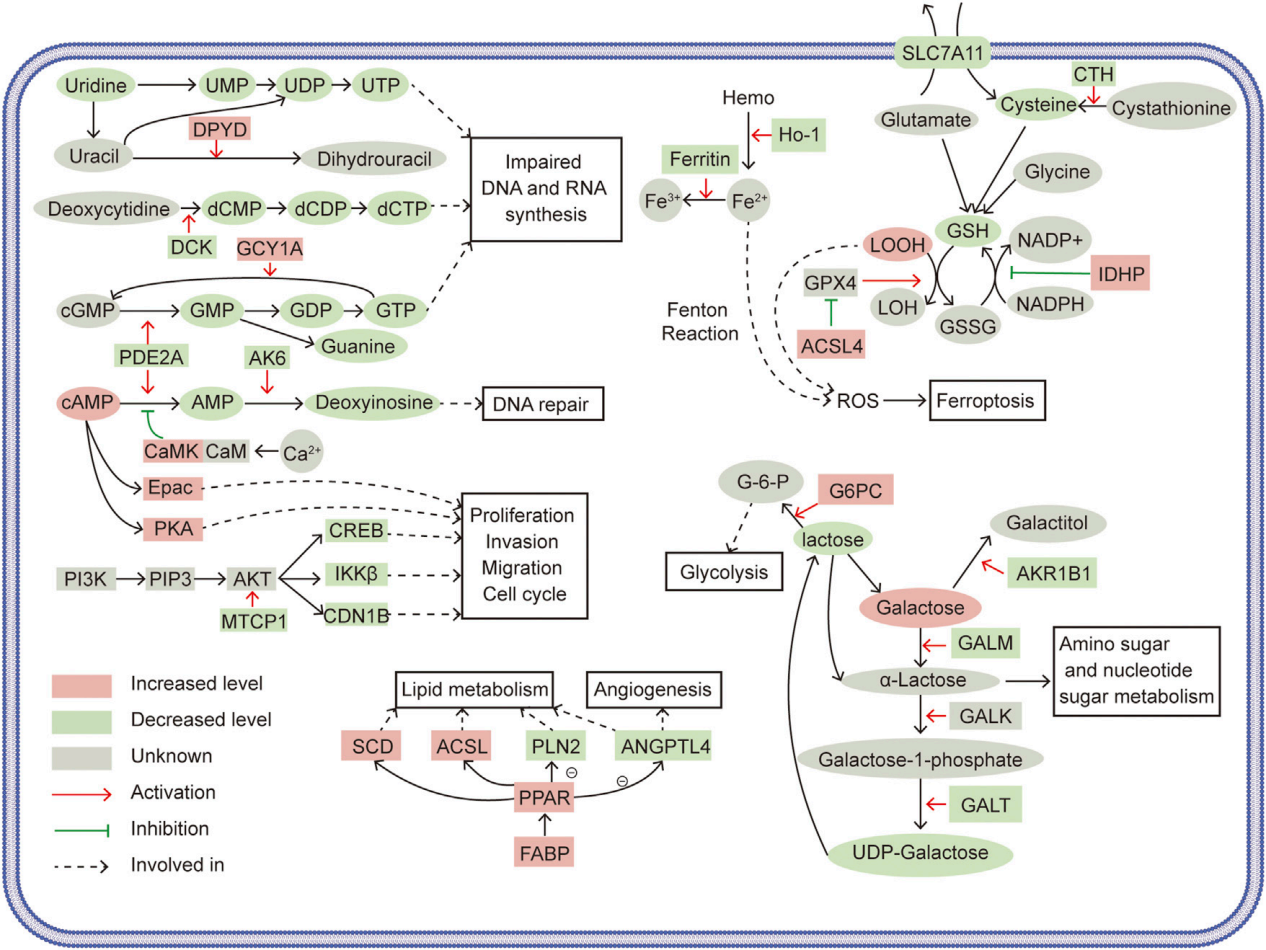
Schematics illustrating the tumor-suppressive mechanisms of SLC39A1. Ovals represent metabolites, squares represent related enzymes and regulatory proteins. Red indicates increased levels, green indicates decreased levels, and gray indicates temporarily unknown. Red arrows indicate activation, green arrows indicate inhibition, and black arrows indicate involved in.

Unrestricted proliferation was the hallmark of biological function in tumor cells. Nucleotides are indispensable for cell proliferation and survival and are required for the biosynthesis of DNA and RNA, substance metabolism in cells (De Vitto et al., 2021). Purine metabolism and pyrimidine metabolism were perturbed in SLC39A1-overexpressed OSRC-2 cells. In purine metabolism, SLC39A1 reduced the synthesis of guanine and deoxyinosine. In terms of mechanism, SLC39A1 downregulated PDE2A to reduce the conversion of cGMP and cAMP into GMP and AMP and caused the upregulation of GCY1A to transform more GTP into cGMP. GMP was gradually converted to guanine in subsequent enzymatic reaction. Besides, AK6, in charge of converting AMP to deoxyinosine, was also significantly downregulated. And downregulation of uridine, UMP, and dCTP was observed in pyrimidine metabolism. SLC39A1 deregulated DPYD to promote the conversion of uracil to dihydrouracil, which increased the consumption of uracil. Dihydrouracil was gradually turned into β-alanine. The downregulation of DCK decreased the conversion of deoxycytidine into dCMP, leading to a decrease in dCTP level. In brief, we deduced that SLC39A1 impaired DNA and RNA production in RCC. SLC39A1 inhibited PDE2A to decrease UMP and subsequent UTP production. Downregulated DPYD and DCK increased the consumption of uracil and then diminished the production of dCMP, thereby reducing UTP, GTP and dCTP production. Deoxyinosine was also declined with augmented SLC39A1 and was reported to participate in DNA damage repair (Biswas et al., 2013).

Amino acid Metabolism was also altered: SLC39A1 decreased methionine, spermidine in renal cancer cell. CTH was downregulated by SLC39A1 and thus less cystathionine was turned into cysteine, resulting in the less interconversion between cysteine and methionine. Besides, SLC39A1 impeded GSH metabolism. The degradation of GSH starts with its hydrolysis to cysteinyl-glycine and oxoproline by CHAC1. After, cysteinylglycine was decomposed to produce cysteine and glycine. 5-Oxoprolinase generated glutamate *via* ATP hydrolysis (Traverso et al., 2013). NADPH acted as a hydrogen donor and promoted the transformation of GSSG into GSH, maintaining the reduce form of GSH (Kirsch and De Groot, 2001). SLC39A1 promoted the expression of IDHP, which converted NADP^+^ to NADPH, which might drive the interconversion between GSSG and GSH. Here, we found SLC39A1 reduced cysteine production by inhibiting CTH, impeding *de novo* synthesis of GSH, and upregulated CHAC1 to fuel the degradation of GSH.

In the classic Leloir pathway, galactose converted into UDP-glucose through enzymatic reactions. This four-step reactions were respectively mediated by GALM, galactokinase (GALK), GALT and UDP-galactose4-epimerase (GALE) (Demirbas et al., 2018). SLC39A1 induced significant decrease in lactose in RCC cells. Mechanistically, the downregulation of AKR1B1 brought about decrease the conversion of galactose into galactitol, raising the accumulation of galactose. The activation of GALM triggered lifted α-lactose production, which boosted amino sugar and nucleotide sugar metabolism. Downregulated GALT limited the production of UDP-galactose, consequently reducing lactose derived from UDP-galactose. In addition, SLC39A1 increased lactose consumption by upregulating G6PC to increase the conversion of lactose into glucose-6-phosphate (G-6-P), which was proverbially involved in glycolysis.

PI3K-AKT signal pathway, a classic cancer driver, was often abnormally activated in renal cell carcinoma (Guo et al., 2015). We observed that SLC39A1 inhibited PI3K-AKT signal pathway. The decreased MTCP1 suppressed the activation of AKT and AKT downstream factors, such as CREB, CDN1B and IKKβ, were also reduced. CREB was a transcription factor that largely high-expressed in RCC tissues. And CREB knock-down displayed inhibition on tumor proliferation *in vitro* and on tumor xenograft formation *in vivo* (Zhuang et al., 2016; Friedrich et al., 2020). Activated PI3K/AKT/CREB signal can promote cancer cell tumor proliferation, invasion, and cell cycle progression in pancreatic and prostate cancers (Tao et al., 2020; Meng et al., 2021). IKKβ was known as the key transcription activator of NF-κB and upregulated IKKβ protein expression is correlated to higher nuclear grade and significantly shorter survival (Krazinski et al., 2019). In cervical cancer, the activation of NF-κB by PI3K/AKT/IKKβ signal promoted the EMT process (Zhang et al., 2020). Besides, SLC39A1 downregulated GALT and knocking down GALT simultaneously deregulates multiple players in PI3K-AKT signal pathway (Tang et al., 2016). The cAMP signal pathway is another process significantly disturbed by SLC39A1. Besides, we speculated that cAMP signal was likely to be enhanced. Because SLC39A1 reduced conversion of cAMP into AMP by deregulating PDE2A, and upregulated CaMK to increase its phosphorylation inhibition on this conversion. Correspondingly, enhanced Epac and PKA levels, two commonly recognized cAMP receptors (Cheng et al., 2008), were also observed. Epac has contradictory effects in different cancer types and its function in renal carcinoma is rarely known (Wehbe et al., 2020). Taken together, our data suggested that SLC39A1 may suppress tumor proliferation, migration, and cell cycle by interfering PI3K/AKT and cAMP/Epac pathway in RCC cells.

Another significant altered pathway was PPAR signal pathway. We first noticed the high expression of FABP. FABP could bind to a variety of PPARs to stimulate PPAR signal pathway (Li et al., 2020). SLC39A1 upregulated FABP, which might allow more PPAR signal flowing into RCC cells. SLC39A1 showed differential regulation on PPAR targeted enzymes involved in lipid metabolism: SCD and ACSL were upward regulated, which might drive lipogenesis and fatty acid transport and ACOX was downregulated. Also, ANGPTL4 and PLIN2 that took part in adipocyte differentiation were deregulated (Monsalve et al., 2013). The transcriptional regulation of ANGPTL4 and its resulting expression could be determined by several transcription factors, including PPARα, PPARγ, PPAR-β/δ (La Paglia et al., 2017). Renal cell carcinoma was often characterized by hypoxia and HIF-drived increased tumor angiogenesis, glycolysis, and aberrant lipid metabolism (Inoue et al., 2014). In addition to HIF-1α, however, ANGPTL4 had also been confirmed as a conventional hypoxia-driven proangiogenic factor in renal cancer cells and this process could induced by PPAR signal pathway (Le Jan et al., 2003). Although ANGPTL4 was differentially expressed in both mRNA and protein levels in integrated analysis result and was also likely to participate in lipid metabolism (Monsalve et al., 2013), our present data was not able to prove this linkage. Overall, we suggested that tumor angiogenesis in renal cancer cell could be inhibited by SLC39A1 through downregulating ANGPTL4, and inactivated PPAR signal pathway was the underlying mechanism.

Ferroptosis referred to an iron-dependent cell death mode induced by the accumulation of intracellular lipid peroxides, which was remarkably different from classical apoptosis and necrosis in mechanism and implications. (Hirschhorn and Stockwell, 2019). The linkage between GSH and ferroptosis was inseparable: ferroptosis was mainly caused by lipid hydroperoxides overload in cellular membrane. GSH reduced lipid hydrogen peroxides to lipid alcohol by glutathione peroxidase 4 (GPX4), thereby suppressing ferroptosis (Koppula et al., 2021). Our data showed that SLC39A1 targeted serial key factors in ferroptosis. SLC39A1 downregulated SLC7A11 and raised ACSL4 expression. SLC7A11 could transfer extracellular cysteine into cytoplasm to facilitate glutathione synthesis and promoted the anti-lipid peroxidation effect of GPX4 (Stockwell et al., 2017; Koppula et al., 2021). ASCL4 was considered as a sensitive monitor as well as an important contributor of ferroptosis and eliminated the inhibition of GPX4 on ferroptosis in osteosarcoma cells, and overexpression of ACSL4 in glioma significantly reduced GPX4 level and contributes to ferroptosis (Yuan et al., 2016; Cheng et al., 2020). We also found that ferritin and HO-1 were downregulated by SLC39A1. Ferritin served as major storage of intracellular iron (Hou et al., 2016). The declining expression of ferritin upregulated intracellular iron, which triggered oxidative injury and induced ferroptosis (Dowdle et al., 2014). HO-1 produced Fe^2+^ by decomposing heme and was therefore considered to be an accelerator of ferroptosis. In summary, we speculated that SLC39A1 inhibited glutathione anabolism and accelerated its decomposition, resulting in impaired the adaption to oxidative stress of RCC cells, and promoted ferroptosis by deregulating the GSH-GPX4 system and altering other key proteins (such as SLC7A11, ACSL4, HO-1, and ferritin), ultimately fostering apoptosis in RCC cells.

ROS had long been associated with cancer and an augmented in various types of tumors (Panieri and Santoro, 2016). Elevated ROS levels damage DNA, proteins, and lipids to foster tumorigenesis, but excessive accumulation of ROS induces apoptosis in cancer cells (Liou and Storz, 2010). The antioxidant defense system in tumor cells was generally activated to scavenge superfluous ROS to maintain a certain level of ROS that promoted tumorigenesis and disease progress and meanwhile obtained apoptosis resistance (Gorrini et al., 2013). And GSH was regarded as the most important non-enzymatic antioxidant and therefore, utilized to attenuate oxidative stress (Kennedy et al., 2020). Recent study also demonstrated all types of RCC possess reduced oxidative phosphorylation capacity and dysregulated respiratory chain leading to electron leakage and excessive ROS. The level of GSH in RCC was tremendously increased to counteract the surge of ROS (Xiao and Meierhofer, 2019). Zn^2+^ could prevent cells from metabolic syndrome-associated oxidative stress (Olechnowicz et al., 2018b). SLC39A1 was essential for maintaining intracellular Zn^2+^ level and our data suggested that GSH biosynthesis was impeded by SLC39A1 in RCC cells. Thus, SLC39A1 possibly allowed RCC cells to poorer compatibility with high oxidative stress through regulating Zn^2+^ level and suppressing GSH abundance, the underlying mechanism of which required further research.

In addition, our study has some limitations. Our integrated analysis identified 8 proteins differentially expressed at both mRNA and protein levels, but these 8 proteins were not involved in SLC39A1-induced metabolic changes in RCC cells, which needed further exploration. Only one RCC cell line was involved in our research, and the findings of omics analysis and the specific role of Zn^2+^ in RCC needed to be proven in future experiments.

## 5 Conclusion

The present study illustrated that SLC39A1 functioned as a tumor suppressor in RCC. Integrated transcriptomics, proteomics and metabolomics data indicated that the anti-tumor effect might be related to altered purine and pyrimidine metabolism, glutathione metabolism and ferroptosis, generation of ROS, intervened PI3K-AKT, cCAMP-Epac and PPAR signal pathways. However, whether Zn^2+^ was an indispensable intermediary in the process of SLC39A1 inhibiting tumor progression remained to be explored. Our work drew a comprehensive blueprint for the underlying mechanism through which SLC39A1 suppresses renal cell carcinoma progression and provided novel insight into the development of therapeutic targets and potential biomarkers for this disease.

## Data Availability

The transcriptomic data have been submitted to the GEO repository and are accessible at the link (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208678). The proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) *via* the iProX partner repository with the dataset identifier PXD035469.

## Glossary

ACOX: acyl-CoA oxidase
ACSL: Acyl-CoA synthetase long-chain
AK6: adenylate kinase 6
AKR1B1: aldoketo reductase family 1 member B
ANGPTL4: angiopoietin like 4
ASCL4: achaete-scute family bHLH transcription factor 4
CaMK: calcium/calmodulin dependent protein kinase II gamma
CDN1B: cyclin-dependent kinase inhibitor 1B
CHAC1 γ-GCTs: the glutathione-specific degradation enzymes
CP: ceruloplasmin
CREB: cAMP-response element binding protein
C5AR1: completion C5a receiver 1
CTH: cystathionine gamma-lyase
DPYD: dihydropyrimidine dehydrogenase
Epac: Exchange protein directly activated by cAMP
ER: endoplasmic reticulum
FA: fatty acid
FABP: fatty acid binding protein
G-6-P: glucose-6-phosphate
G6PC: glucose-6-phosphatase
GALE: UDP-galactose4-epimerase
GALK: galactokinase
GALM: galactose mutarotase enzyme
GALT: galactose-1-phosphate uridylyltransferase
GPX4: glutathione peroxidase 4
GSH: glutamine
GSSG: glutathione disulfide
GUCY1A/GCYA: guanylate cyclase 1 soluble subunit alpha 1
HO-1: heme oxygenase 1
IDHP: isocitrate dehydrogenase-like protein
IKKβ: I-kappaB kinase beta
MTCP1: mature T cell proliferation 1
NAT8: N-acetyltransferase 8
NCOA4: nuclear receptor coactivator 4
PDE2A: phosphodiesterase 2A
PLIN2: perilipin 2
PPAR: peroxisome proliferators-activated receptor
RCC: Renal cell carcinoma
ROS: reactive oxygen species
SCD: stearoyl-CoA desaturase
SLC39A1: solute carrier family 39 member 1
SLC7A11: solute carrier family 7 member 11
TCA: cycle tricarboxylic acid cycle

# Supplementary material for: Integrated analysis of transcriptomics, proteomics and metabolomics data reveals the role of SLC39A1 in renal cell carcinoma
**Source:** Front Cell Dev Biol. 2022 Nov 3;10:977960. doi: 10.3389/fcell.2022.977960
**Supplement:** Supplementary file 1

Supplementary Material

## Supplementary Figures

**Supplementary Figure 1. (A)** SLC39A1 protein level was measured in negative control and SLC39A1 overexpressed OSRC-2 cells (NC and ZIP) by western blotting analysis. **(B)** SLC39A1 mRNA level was measured in negative control and SLC39A1 overexpressed OSRC-2 cells (NC and ZIP) by real-time PCR analysis.

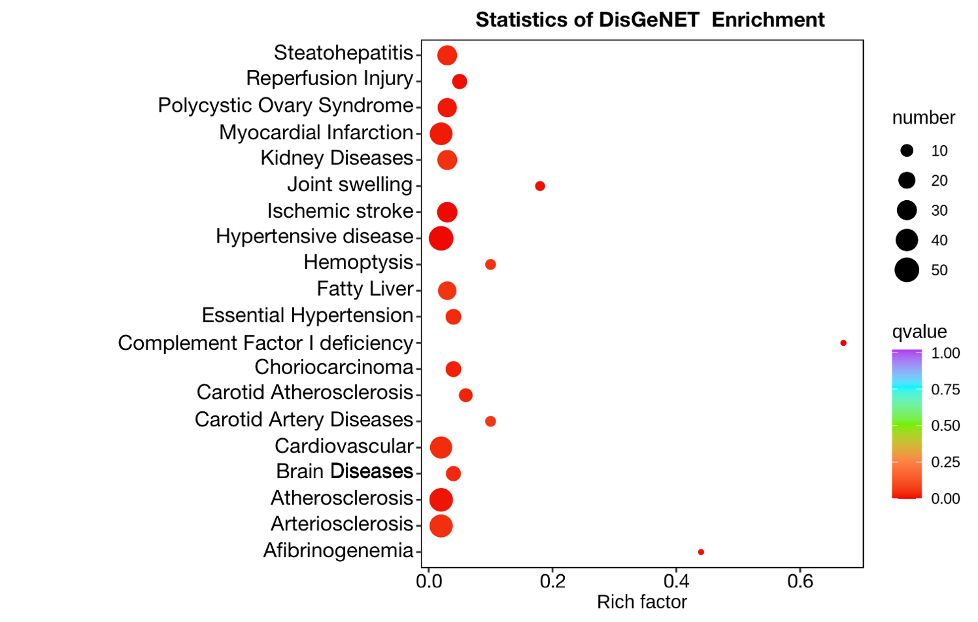

**Supplementary Figure 2.** DisGeNET enrichment analysis of transcriptomic data.

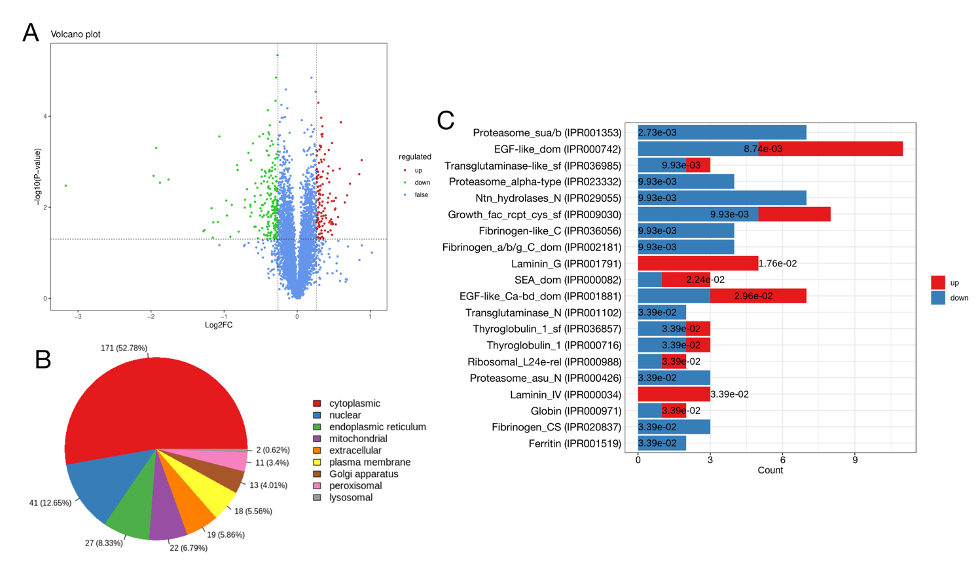

**Supplementary Figure 3. (A)** Differential proteins in SLC39A1 over-expressed OSRC-2 cells. **(B)** Subcellular localization of differential proteins. **(C)** Domain enrichment result of differential proteins.

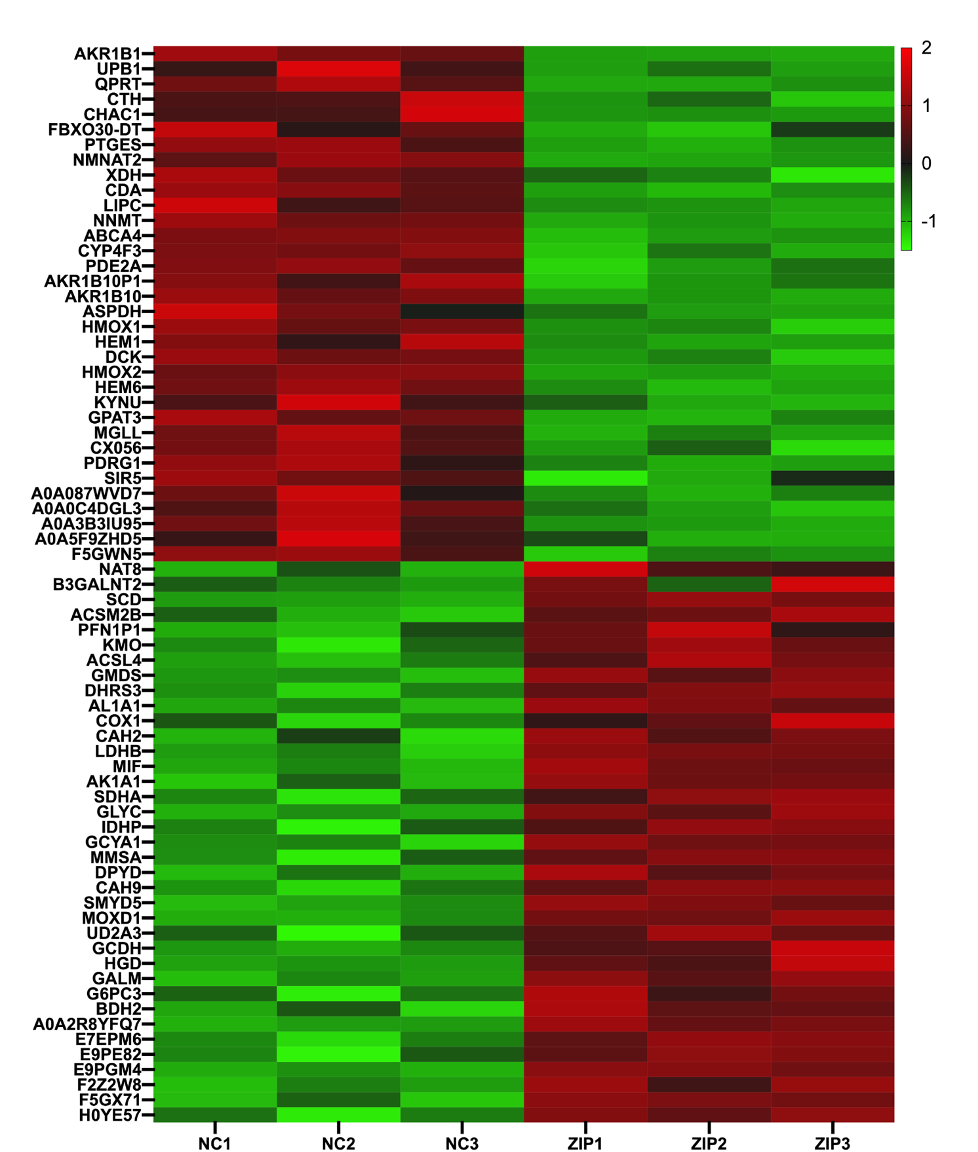

**Supplementary Figure 4.** Altered genes in metabolic pathways caused by SLC39A1.

**Supplementary Table**

**Supplementary Table 1.** Interactions of SLC39A1

| \| **Products** \| **Interactant** \| **Other Gene** \| **Complex** \| **Source** \| **Pubs** \| **Description** \| \| --- \| --- \| --- \| --- \| --- \| --- \| --- \| \| Q9NY26 \| Q14722 \| KCNAB1 \|  \| HPRD \| PubMed \|  \| \| Q9NY26 \| Q13303 \| KCNAB2 \|  \| HPRD \| PubMed \|  \| \| Q9NY26 \| Pleckstrin homology domain containing, family M (with RUN domain) member 2 \| PLEKHM2 \|  \| HPRD \| PubMed \|  \| \| Q9NY26 \| Q05513 \| PRKCZ \|  \| HPRD \| PubMed \|  \| \| Q9NY26 \| Q15464 \| SHB \|  \| HPRD \| PubMed \|  \| \| Q9NY26 \| Q9NY26 \| SLC39A1 \|  \| HPRD \| PubMed \|  \| \| Q9NY26 \| Q9NP94 \| SLC39A2 \|  \| HPRD \| PubMed \|  \| \| BioGRID:118050 \| BioGRID:128696 \| ADGRG5 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:107180 \| C3AR1 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:107189 \| C5AR1 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:118992 \| CERS2 \|  \| BioGRID \| PubMed \| Two-hybrid \| \| BioGRID:118050 \| BioGRID:118886 \| CLEC2D \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:107707 \| COMT \|  \| BioGRID \| PubMed \| Two-hybrid \| \| BioGRID:118050 \| BioGRID:107875 \| CTLA4 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:121805 \| CXCL16 \|  \| BioGRID \| PubMed \| Two-hybrid \| \| BioGRID:118050 \| BioGRID:110429 \| CXCL9 \|  \| BioGRID \| PubMed \| Two-hybrid \| \| BioGRID:118050 \| BioGRID:107914 \| CYB561 \|  \| BioGRID \| PubMed \| Two-hybrid \| \| BioGRID:118050 \| BioGRID:108511 \| FCGRT \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:108641 \| FPR2 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:116380 \| FZD10 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:109428 \| HNRNPH1 \|  \| BioGRID \| PubMed \| Affinity Capture-RNA \| \| BioGRID:118050 \| BioGRID:109590 \| HTR2C \|  \| BioGRID \| PubMed \| Affinity Capture-MS; Two-hybrid \| \| BioGRID:118050 \| BioGRID:109592 \| HTR4 \|  \| BioGRID \| PubMed \| Two-hybrid \| \| BioGRID:118050 \| BioGRID:108226 \| LPAR1 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:120622 \| LSG1 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:110484 \| MOV10 \|  \| BioGRID \| PubMed \| Affinity Capture-RNA \| \| BioGRID:118050 \| BioGRID:129568 \| NME2P1 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:110916 \| NOTCH3 \|  \| BioGRID \| PubMed \| Reconstituted Complex \| \| BioGRID:118050 \| BioGRID:110925 \| NPC1 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:115745 \| NXF1 \|  \| BioGRID \| PubMed \| Affinity Capture-RNA \| \| BioGRID:118050 \| BioGRID:122309 \| P2RY12 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:111705 \| PTGER3 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:117121 \| RIGI \|  \| BioGRID \| PubMed \| Affinity Capture-RNA \| \| BioGRID:118050 \| BioGRID:119539 \| SCARA3 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:112432 \| SLC7A1 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:115475 \| SORBS3 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:121255 \| SPPL2B \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:112698 \| SUPT6H \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:125103 \| SYAP1 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:112986 \| TNFRSF1A \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:130417 \| TRARG1 \|  \| BioGRID \| PubMed \| Two-hybrid \| \| BioGRID:118050 \| BioGRID:113275 \| VIPR2 \|  \| BioGRID \| PubMed \| Affinity Capture-MS \| \| BioGRID:118050 \| BioGRID:130382 \| YIPF6 \|  \| BioGRID \| PubMed \|  \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

How the deposited data were processed for this re-analysis (not part of the article)

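RNA-seq was measured in OSRC-2 cells, with 3 libraries of cells carrying the empty vector (NC) and 3 of cells carrying the SLC39A1 vector (ZIP), and ZIP was compared with NC. The proteome and metabolome of the study were not analysed here. By the paper's methods, the authors trimmed reads with Cutadapt, aligned them with HISAT2, counted reads per gene with HTSeq 0.9.1 and tested them with DESeq 1.30.0. Their deposited table gives raw counts per gene and library, FPKM (counts scaled by the authors for gene length and for mapped reads), the authors' log2 fold change of ZIP over NC, and the authors' p-value, unadjusted and adjusted. The adjusted values equal the Benjamini-Hochberg correction over the 14380 rows, with a largest difference of 1.39e-15. Of the identifiers, 14280 are in GENCODE v29, and 6709 of these rows have the same start and end there, so the authors used another annotation release. Whether reads were assigned by strand is not stated in the paper.

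The depth was 18439683 to 20194710 counts in NC (median 18445871) and 20802678 to 23446857 in ZIP (median 22258324). The smallest mean count in the table is 10.8, and values of genes near it rest on few reads. TMM factors were 0.977 to 1.02. The 10 most abundant genes held at most 8.1% of the counts of a library. In a principal component analysis of log2 CPM, the first component held 56.6% of the variance and parted the 3 NC from the 3 ZIP libraries, and the second held 12.6%. For each gene, the mean of its group was subtracted from the log2 CPM of each library. The correlation of these deviations between the NC and ZIP libraries of the same replicate number was 0.003, -0.067 and 0.014. This gave no sign that the numbers pair the libraries. The paper speaks of 3 pairs of samples, but the comparison was made unpaired, with the replicate number as a block only in an alternative.

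Counts were filtered with filterByExpr, scaled with TMM and tested with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment. The standard error is the log2 fold change divided by the square root of F. A gene is called higher or lower at an adjusted p under 0.05, and a DEG has in addition a |log2FC| over 1, as in the paper. Levels are CPM on TMM-scaled totals. Gene lists were tested with camera of limma 3.58.1 with a preset correlation between genes of 0.01 and, as an alternative, with the estimated correlation, and adjusted over the 36 lists with at least 5 tested members. DESeq2 1.42.0 was used as an alternative test. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

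The comparison, its tests and thresholds, the 42 gene lists written from textbook knowledge, the rule for naming genes and the alternatives were chosen before the data were examined. The named genes are SLC39A1, the 10 DEGs with the largest rise and the 10 with the largest fall among those with a mean count of at least 50 and groups that do not overlap, every gene the paper names in its text, Table 1 and Figures 4 to 6, the up to 4 members of each list with the smallest p-values, and any gene that a count of 5 or fewer refers to. This last part was kept for counts of DEGs, interactors and settings, and was not applied to counts of list members. The values of the genes in the paper's tables had been seen. Paper-chosen genes were picked by the authors on these same libraries. Several of the textbook lists hold such genes, so the counts of those lists are not independent of that choice. A few genes that the rule names are not reported here. Exonic overlap of genes was computed from GENCODE v29. Of the named genes for which no overlap is given beside the value, PNP, NR4A1, PLK1, KRT18, CIITA and IFIT2 share over 10% of their exonic bases with a gene on either strand.

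Alternatives were RLE factors, upper-quartile factors, library totals alone, the DESeq2 Wald test, limma-voom, no filter on low counts, a mean CPM of at least 1, the unadjusted p, a robust quasi-likelihood fit, the replicate number as a block, a test against a fold of 1.5 (glmTreat), and leaving out each library in turn. In a test on simulated data, 200 of 14380 genes were changed, 50 at each fold. edgeR recovered 42% of the genes changed by a fold of 1.25, 74% at 1.5, 84% at 2 and 98% at 3, with 10 false calls among the unchanged genes. The real comparison called far more genes (5237). As the adjusted p depends on the share of genes that change, these rates need not hold for it.

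Enrichment of KEGG, GO, Reactome and DisGeNET terms was left out. The annotation used gives GO terms for 10400 of the 14380 genes and for 169 of the 321 DEGs of the authors' table, and it names no KEGG pathway. Genes without a row (AK6, G6PC1, PRKACA, FABP1, FABP4, ACSL6, ASCL4 and TCN1) have no value here.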

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

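The tests of RNAs without a poly(A) tail and of S phase in this part were chosen only after the results were seen. The paper does not report on 4 groups of genes described here. In each, the list medians of the 3 ZIP libraries lay beyond those of the 3 NC libraries. The same held for most of the 36 lists. Among these were ferroptosis, purine synthesis and the unfolded protein response (set tests, adjusted p = 0.652, 0.468 and 0.78). The set tests of the 4 groups passed with a preset correlation between genes. With the correlation estimated from these libraries, only that of cholesterol biosynthesis passed. With the preset correlation, every other split of the 6 libraries into 3 and 3 also passed 2 to 8 lists, while calling at most 1 gene. Passing with it is therefore weak evidence for a list.

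Of 25 tested genes of cholesterol biosynthesis and targets of SREBP2, 21 were higher and 0 lower in ZIP (24 and 0 when adjusted over the list alone), with a median log2 fold change of 0.57 and a set test adjusted p of 2.36e-12 (0.0404 with the correlation estimated from these libraries). The median of the list was above that of every NC library in each of the 3 ZIP libraries, and 24 of the 25 members had groups that do not overlap, against 10% by chance and 47.7% of all tested genes. SREBP2 is the transcription factor that raises these genes when membrane cholesterol is low. INSIG1 (ENSG00000186480, chromosome 7 from 155297776 to 155310235), which holds SREBP2 in the endoplasmic reticulum and is also its target, rose from 44.7 ± 0.958 CPM in NC to 81.8 ± 4.21 CPM in ZIP (SD, n = 3), a log2 fold change of 0.87 (standard error 0.0546, adjusted p = 1.61e-08). MVD (ENSG00000167508, chromosome 16 from 88651935 to 88663161), an enzyme of the mevalonate pathway, rose from 38.6 ± 1.36 CPM in NC to 68.1 ± 2.03 CPM in ZIP (SD, n = 3), a log2 fold change of 0.82 (standard error 0.0546, adjusted p = 3.04e-08).

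Of 26 tested targets of ATF4 and genes of amino acid supply, 3 were higher and 18 lower in ZIP (4 and 18 when adjusted over the list alone), with a median log2 fold change of -0.44 and a set test adjusted p of 1.08e-05 (0.219 with the correlation estimated from these libraries). All 3 ZIP libraries had a lower list median than all 3 NC libraries, and 23 of the 26 members had separate groups, against 10% by chance and 47.7% of all tested genes. ATF4 is the transcription factor that answers a lack of amino acids. PHGDH (ENSG00000092621, chromosome 1 from 119648411 to 119744218), which starts serine synthesis, fell from 34.2 ± 1.25 CPM in NC to 18.3 ± 1.16 CPM in ZIP (SD, n = 3), a log2 fold change of -0.90 (standard error 0.0731, adjusted p = 2.46e-07). With the transporter genes SLC7A5, SLC3A2 and SLC38A2, it had the smallest p-values of the list.

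Of 28 tested genes of the interferon response, 0 were higher and 22 lower in ZIP (0 and 22 when adjusted over the list alone), with a median log2 fold change of -0.66 and a set test adjusted p of 1.52e-07 (0.555 with the correlation estimated from these libraries). The list median relative to the mean of all libraries was 0.59, 0.23 and 0.05 in NC replicates 1 to 3 and -0.40, -0.24 and -0.26 in ZIP replicates 1 to 3, and 22 of the 28 members had separate groups, against 10% by chance and 47.7% of all tested genes. NC replicate 1 lay highest, and without it the median log2 fold change was -0.49, with 20 genes lower and 1 higher. IFIT2 (ENSG00000119922, chromosome 10 from 89283694 to 89309271) fell from 24.4 ± 2.44 CPM in NC to 10.9 ± 1.15 CPM in ZIP (SD, n = 3), a log2 fold change of -1.16 (standard error 0.10, adjusted p = 4.52e-07). OASL (ENSG00000135114, chromosome 12 from 121017763 to 121039242), a sensor of the antiviral response, fell from 34.7 ± 6.34 CPM in NC to 15.4 ± 1.10 CPM in ZIP (SD, n = 3), a log2 fold change of -1.17 (standard error 0.11, adjusted p = 1.01e-06). STAT2 (ENSG00000170581, chromosome 12 from 56341597 to 56360167), which carries the interferon signal to the nucleus, fell from 109.6 ± 10.9 CPM in NC to 68.6 ± 1.23 CPM in ZIP (SD, n = 3), a log2 fold change of -0.68 (standard error 0.0626, adjusted p = 8.76e-07), and IFIT1 fell by 0.86 on the log2 scale. GC content, transcript length and expression level are argued against, since 0% of 10000 random lists matched on these had a median as low, and the lowest matched median was -0.20. A difference in library totals cannot be told apart from the groups, since every ZIP library had more counts than every NC library. With every library thinned to 18439683 counts the median was 100.1% of its size, but genes outside the list also stood at 100.9% of theirs, so the thinning could not show an effect of the totals. Variation that these genes share between libraries stays open too, as the set test did not pass with the estimated correlation, and so does the handling of the cells and libraries of each group. The response may also differ with the SLC39A1 vector, and these were not tested apart.

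Of 31 tested genes of G2/M and mitosis, 25 were higher and 0 lower in ZIP (26 and 0 when adjusted over the list alone), with a median log2 fold change of 0.28 and a set test adjusted p of 7.38e-10 (0.465 with the correlation estimated from these libraries). All 3 ZIP libraries had a higher list median than all 3 NC libraries, and 25 of the 31 members had separate groups, against 10% by chance and 47.7% of all tested genes. CCNB1 (ENSG00000134057, chromosome 5 from 69167135 to 69178245), the cyclin of mitotic entry, rose from 195 ± 7.77 CPM in NC to 282 ± 2.15 CPM in ZIP (SD, n = 3), a log2 fold change of 0.53 (standard error 0.0432, adjusted p = 2.68e-07). CDC20 (ENSG00000117399, chromosome 1 from 43358981 to 43363203), an activator of the anaphase-promoting complex, rose from 183 ± 3.04 CPM in NC to 261 ± 8.75 CPM in ZIP (SD, n = 3), a log2 fold change of 0.51 (standard error 0.0428, adjusted p = 3.23e-07). UBE2C and PLK1 rose by 0.54 and 0.45 on the log2 scale. Of 15 tested replication-dependent histone genes, 0 were higher and 7 lower in ZIP (0 and 7 when adjusted over the list alone), with a median log2 fold change of -0.49 and a set test adjusted p of 0.0069 (0.555 with the correlation estimated from these libraries). Their median without NC replicate 1 was -0.33. Besides the histones of Table 1, H2BC12 (ENSG00000197903, chromosome 6 from 27146361 to 27146855) fell from 10.7 ± 2.28 CPM in NC to 5.59 ± 0.222 CPM in ZIP (SD, n = 3), a log2 fold change of -0.93 (standard error 0.146, adjusted p = 0.000144). The mRNAs of this class mostly carry no poly(A) tail, but whether the transcripts counted here carry one was not tested. The paper names both oligo(dT) selection and removal of ribosomal RNA. If they carry none, a stricter selection of polyadenylated RNA in ZIP would lower other RNAs without a poly(A) tail as well. Those had a median log2 fold change of 0.69 (95% interval 0.13 to 1.16 over 10 genes, 5 higher and 0 lower by edgeR), but 7 of the 10 had a mean count under 50, and the lower limit was -0.06 without NC replicate 3 and -0.0053 without ZIP replicate 2, so too few reads decide and this stays open. The 5 were RN7SL3 (2.22), RN7SL1 (1.30), SNORD99 (1.16), SNORD104 (1.01) and SNORA73B (0.76). Fewer cells in S phase would lower the genes of G1/S and DNA replication. Of 31 tested genes of that list, 9 were higher and 0 lower in ZIP (9 and 0 when adjusted over the list alone), with a median log2 fold change of 0.10 and a set test adjusted p of 0.0583. The 95% intervals given for medians here come from a bootstrap over genes of the same libraries, so they do not measure the spread between libraries. For this median the interval was 0.03 to 0.16. With library totals alone it was -0.02 to 0.11 around 0.05, with 6 higher and 2 lower, and with upper-quartile factors -0.02 to 0.11. As the lower limit rests on the scaling, fewer cells in S phase stay open. The set test of that list gave 0.0138 without NC replicate 3 and 0.0213 without ZIP replicate 2 (0.0138 to 0.663 over the alternatives). MCM7 (0.40), MCM5 (0.25), GINS2 (0.30) and GINS1 (0.26) had its smallest p-values, with log2 fold changes in parentheses. A larger share of cells in G2 or mitosis in ZIP, when histone mRNA has been degraded, is a hypothesis found on the same libraries that no value here tests, and DNA content by flow cytometry would decide it.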

How the results depend on the processing

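All alternatives reported here were set before any result was computed. Of 217 named genes under 16 settings, 3400 values kept direction and side of the threshold, 25 lost the call, 10 gained it, 31 changed direction without a call and 0 reversed with a call. Of 189 called genes, 176 were called in all 16 settings, 7 lost the call in at least 1, and 6 (EDN2, QPRT, CACNA1H, ACSM2B, NAT8 and MMP9) were not tested at a mean CPM of at least 1 and were called in the others. The number of DEGs was 348 to 389 with a library left out and 274 to 393 in the other settings, except for the test against a fold of 1.5 (glmTreat), with 48 higher, 146 lower and 194 in all (fewer, since it tests against a fold). Of 36 set tests under 9 settings, 302 were the same, 7 lost and 10 gained the threshold and 5 changed direction without a call. With the estimated correlation, the adjusted p of the set test was 0.128 for fatty acid synthesis, 0.465 for NRF2 targets, 0.219 for ATF4, 0.555 for interferon, 0.555 for histones, 0.465 for G2/M and 0.128 for the proteasome (cause not tested). Heat shock proteins reached 0.0458 with library totals alone, and the metalloproteinases 1 with the replicate block, and for these the cause was not tested. With each library left out, the adjusted p ranged from 0.748 to 0.997 for zinc transporters, 0.751 to 0.982 for galactose, 0.913 to 0.982 for methionine, 0.0292 to 0.252 for AP-1, 0.0317 to 0.146 for collagens, 0.0138 to 0.115 for G1/S, 0.77 to 0.982 for the PI3K-AKT core, 0.0213 to 0.104 for heat shock proteins, 0.0186 to 0.295 for mitochondrially encoded genes and 0.0262 to 0.237 for proximal tubule markers, and the cause was not tested. The calls came without NC replicate 3 for AP-1, G1/S, heat shock proteins, mitochondrially encoded genes and proximal tubule markers, without NC replicate 1 for collagens and heat shock proteins, without ZIP replicate 1 for heat shock proteins, and without ZIP replicate 2 for G1/S. Of the genes of Table 1 and Figure 6, 34 and 28 were called at a mean CPM of at least 1, as fewer genes were tested. Of those of Figure 6, 31 were called with the robust edgeR fit, where B3GALNT2 lost the call (adjusted p = 0.0956, cause not tested). Depth limits genes such as F2RL2, EDN2 and NAT8, with under 2 CPM in each group. The enrichment alternatives were not run, because the annotation was too incomplete, and those for a table without counts did not apply.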

Differences from the paper's values

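The paper's counts of 321 DEGs, 71 upregulated and 250 downregulated, lie within a factor of 1.5 of the 358, 82 and 276 found here at the same thresholds. The DESeq2 Wald test, an alternative, gives 321, 71 and 250. Its adjusted p-values for RAPGEF3 (0.116) and ACSL5 (0.0748) are also those of the authors' table, which calls neither gene. DESeq2 is therefore not a separate check of the authors' values. The tests reported in this part were all set in advance.

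The paper names C5AR1 as the interaction protein among the DEGs. A second protein of its Supplementary Table S1, KCNAB2, is also a DEG (log2 fold change -1.26, adjusted p 2.24e-05).

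For the enzymes and signalling genes of Figure 5 and the text, the paper does not say for each gene whether it was measured as mRNA or protein, so only the direction of the mRNA is set beside it. The mRNA was called in the paper's direction for AKR1B1, PDE2A, CHAC1, NAT8, CTH, SCD, FOS, F2R, CREB3L3, ANGPTL4, PLIN2, SLC7A11, NCOA4, HMOX1, FTL, FTH1 and CP, and for ACSL3, ACSL4, ACSL5 and FABP5 of their families. It was called in the opposite direction for 3 genes. The paper has GALM rising, and its mRNA fell (-0.40). It has PDRG1 falling in Figure 5B, and its mRNA rose (0.29). It has Epac rising, and RAPGEF3 fell (-0.26), a call that DESeq2 did not make (adjusted p 0.116, 3.85e-05 to 0.168 over the alternatives). In the authors' table the mRNA of GALM (-0.40), PDRG1 (0.29) and RAPGEF3 (-0.25) moved as here, and none is a DEG. The paper's directions for these 3 genes therefore do not come from its DEGs. They may be those of the proteins, which were not analysed here.

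Other mRNAs were not called in either direction, and none of them is a DEG in the authors' table. Where the paper measured the protein, an mRNA that was not called does not contradict it. These are DPYD (0.10), DCK (0.06), GALT (-0.18), CREB1 (0.02), CDKN1B (-0.08), MTCP1 (-0.42), IDH2 (0.01), ACOX2 (0.13) and ACOX3 (-0.12), which the paper reports as lower (CREB and ACOX without their members), and GUCY1A1 (0.16), G6PC3 (0.13), IKBKB (0.04), NR4A1 (-0.26), CAMK2G (-0.05), PRKACB (-0.08), PRKX (-0.15), FABP3 (-0.12), FABP6 (-0.02), FABP7 (0.69) and ACSL1 (0.13), which it reports as higher (G6PC, PKA, FABP and ACSL without their members). Of the CREB family, CREB3L3 was called lower, as listed above. CDKN1B and MTCP1 were called lower without NC replicate 3 (adjusted p 0.0359 and 0.0155), G6PC3 higher without NC replicate 1 (0.0472) and ACSL1 higher without NC replicate 2 (0.0413). PRKX was called lower with upper-quartile factors (0.02) and library totals alone (0.0183). At an unadjusted p under 0.05, G6PC3, ACSL1 and FABP7 are higher and PRKX is lower.

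The paper's Discussion has CHAC1 and the isocitrate dehydrogenase rising and IKKβ falling, the opposite of its Results. The mRNA of CHAC1 fell (-1.25), and those of IDH2 and IKBKB were not called.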

Other observations

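The test of zinc-responsive genes in this part was chosen only after the result was seen. The counts of SLC39A1 were not higher in the libraries labelled ZIP. The paper tested the transfection by RT-PCR and western blot. One explanation is that reads lying in 2 overlapping genes were left out of the counts. Protein-coding genes with at least 90% of their exonic bases shared with another gene on the same strand have a row in 1.68% of cases (8 of 475), against 61.5% (11079 of 18012) of those with under 10% shared. Their median FPKM was 0.658 (8 genes) against 6.29, a ratio of 0.105. Low expression of such genes would give the same values, so these cannot show that reads were left out. With 60.8% of its exonic bases shared, SLC39A1 lies in neither class. The overlaps are from GENCODE v29, whereas the authors used another annotation release. As all coding bases of SLC39A1 are shared with AL358472.7, reads from a vector that carries the coding sequence may have been left out of the counts. The 95% interval allows at most a rise of 1.17-fold in the reads that were counted. The other explanation, that these libraries hold no added SLC39A1, cannot be told apart from it here. Of 4 tested genes that zinc raises through MTF1, 3 were higher by edgeR and 0 lower, but other stimuli raise them too. These are MT1F (1.22), MT2A (ENSG00000125148, chromosome 16 from 56608584 to 56609497), which rose from 276 ± 38.5 CPM in NC to 499.6 ± 61.0 CPM in ZIP (SD, n = 3), a log2 fold change of 0.86 (standard error 0.0882, adjusted p = 2.65e-06), and SLC30A1 (ENSG00000170385, chromosome 1 from 211571568 to 211579161), the zinc exporter of the plasma membrane, which rose from 84.9 ± 8.55 CPM in NC to 118 ± 2.55 CPM in ZIP (SD, n = 3), a log2 fold change of 0.48 (standard error 0.0604, adjusted p = 1.99e-05). MT1X was not called (0.04, adjusted p = 0.829, and a log2FC of MT1X of -0.01 with library totals alone), and 18.1% of its exonic bases are shared with another gene. More zinc in the cells of ZIP is a hypothesis that these counts do not decide, and a measurement of zinc in the cells would test it.

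The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split called 5237 genes and 358 DEGs, and the highest of the others called 1 gene and 1 DEG, so 1 split of the 10, the real one, reached each of these counts. For lists past the set test, the real split gave 8 and the highest other 8, and 3 splits reached this count, the real one included, among them those that group NC replicates 1 and 2 with ZIP replicate 2 or with ZIP replicate 3. Every other split had at least 2 lists past this test, so passing it does not mark the real groups.

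Of 30 tested proteasome subunits, 22 were higher and 0 lower in ZIP (25 and 0 when adjusted over the list alone), with a median log2 fold change of 0.21 and a set test adjusted p of 1.48e-07 (0.128 with the correlation estimated from these libraries). PSMD2 (ENSG00000175166, chromosome 3 from 184299198 to 184309050) rose from 537 ± 11.4 CPM in NC to 716 ± 34.6 CPM in ZIP (SD, n = 3), a log2 fold change of 0.41 (standard error 0.0451, adjusted p = 4.37e-06), and PSMD3, PSMD8 and PSMC3 rose by 0.41, 0.34 and 0.44 on the log2 scale. Of 22 tested targets of NRF2, 3 were higher and 14 lower in ZIP (3 and 14 when adjusted over the list alone), with a median log2 fold change of -0.30 and a set test adjusted p of 0.00305 (0.465 with the correlation estimated from these libraries). The counts were 1 higher and 14 lower without ZIP replicate 1, and 1 higher and 13 lower without ZIP replicate 2. AKR1B10, SLC7A11, FTH1 and GCLM fell and had the smallest p-values of this list. Of 19 tested targets of p53, 3 were higher and 10 lower in ZIP (5 and 10 when adjusted over the list alone), with a median log2 fold change of -0.16 and a set test adjusted p of 0.0755. MDM2 (ENSG00000135679, chromosome 12 from 68808177 to 68850686) fell from 201 ± 8.30 CPM in NC to 132 ± 2.14 CPM in ZIP (SD, n = 3), a log2 fold change of -0.61 (standard error 0.0447, adjusted p = 7.75e-08), and ZMAT3 (-0.57), CDKN1A (-0.43) and BTG2 (-0.39) fell with it. Of 14 tested heat shock proteins, 8 were higher and 2 lower in ZIP (9 and 2 when adjusted over the list alone), with a median log2 fold change of 0.19 and a set test adjusted p of 0.0626. This set test gave 0.0213 without NC replicate 1, 0.0496 without NC replicate 3 and 0.0408 without ZIP replicate 1 (0.0213 to 0.555 over the alternatives). HSPA8 (ENSG00000109971, chromosome 11 from 123057489 to 123063230) rose from 1301 ± 79.7 CPM in NC to 1826 ± 59.5 CPM in ZIP (SD, n = 3), a log2 fold change of 0.49 (standard error 0.0491, adjusted p = 2.1e-06), and HSP90AB1 (0.39), HSP90AA1 (0.39) and DNAJB4 (-0.60) were the others with the smallest p-values.

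Of 33 tested targets of HIF and genes of glycolysis, 8 were higher and 7 lower in ZIP (8 and 7 when adjusted over the list alone), but 6 higher and 10 lower with library totals alone, with a median log2 fold change of -0.05 and a set test adjusted p of 0.754. ANGPTL4, BNIP3L (-0.38) and NDRG1 (-0.47) fell, and VEGFA (ENSG00000112715, chromosome 6 from 43770184 to 43786487) rose from 817 ± 54.2 CPM in NC to 1024 ± 31.7 CPM in ZIP (SD, n = 3), a log2 fold change of 0.33 (standard error 0.0496, adjusted p = 0.000115). Of 22 tested genes of the unfolded protein response, 7 were higher and 5 lower in ZIP (7 and 5 when adjusted over the list alone), but 3 higher and 6 lower with library totals alone, with a median log2 fold change of 0.02 and a set test adjusted p of 0.78. The counts were 4 higher and 4 lower without NC replicate 2, 4 higher and 4 lower without ZIP replicate 1, and 5 higher and 3 lower without ZIP replicate 3. HERPUD1 (-0.52), CRELD2 (0.29), SDF2L1 (0.29) and HSPA5 (-0.17) had the smallest p-values. Of 13 tested genes of IL6, STAT3 and the acute phase, 3 were higher and 5 lower in ZIP (3 and 5 when adjusted over the list alone), with a median log2 fold change of -0.06 and a set test adjusted p of 0.286. The median was -0.20 without NC replicate 3 and -0.12 without ZIP replicate 1, but -0.03 without NC replicate 1 and -0.02 without NC replicate 2. FGB, IL6, FGA and FGG fell and had the smallest p-values of this list. Of 3 tested genes of MHC class II, 2 were higher and 0 lower by edgeR (2 and 0 when adjusted over the list alone), HLA-DPA1 and CD74, and CIITA was at 0.04 (adjusted p = 0.909). The log2 fold change of CD74 was 0.20 (adjusted p = 0.0152), and the call was lost with upper-quartile factors (0.0546), library totals alone (0.0613), and without NC replicate 2 (0.0709), NC replicate 3 (0.0609), ZIP replicate 2 (0.0584) or ZIP replicate 3 (0.0583), with 0.000546 to 0.0709 over the alternatives.

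Of 19 tested proximal tubule markers, 3 were higher and 8 lower in ZIP (4 and 8 when adjusted over the list alone), with a median log2 fold change of -0.18 and a set test adjusted p of 0.129. The set test gave 0.0262 without NC replicate 3 (0.0262 to 0.663 over the alternatives). PDZK1 (ENSG00000174827, chromosome 1 from 145670852 to 145708148) fell from 256 ± 14.0 CPM in NC to 152 ± 3.52 CPM in ZIP (SD, n = 3), a log2 fold change of -0.75 (standard error 0.0474, adjusted p = 1.84e-08), UGT2B7 (-0.74) and PAX2 (-0.46) fell too, and ACSM2B rose. Of 13 tested epithelial markers, 5 were higher and 4 lower in ZIP (5 and 4 when adjusted over the list alone), but 4 higher and 4 lower with library totals alone, with a median log2 fold change of 0.06 and a set test adjusted p of 0.78. The counts were 3 higher and 4 lower without NC replicate 3, 3 higher and 4 lower without ZIP replicate 2, and 3 higher and 4 lower without ZIP replicate 3, and the median was 0.14 without NC replicate 2, 0.01 without NC replicate 3 and -0.02 without ZIP replicate 1. CLDN4 (0.51) and KRT18 (0.40) rose and MUC1 (-1.15) and DSP (-0.35) fell. Of 13 tested mesenchymal markers, 2 were higher and 6 lower in ZIP (2 and 6 when adjusted over the list alone), with a median log2 fold change of -0.16 and a set test adjusted p of 0.254. The median was -0.09 without NC replicate 1. FN1 and LOX (-1.25) fell, and VIM (0.32) rose, where genes on the opposite strand overlap 24.4% of the exonic bases of VIM. Of 13 tested mitochondrially encoded genes, 6 were higher and 1 lower in ZIP (6 and 1 when adjusted over the list alone), with a median log2 fold change of 0.11 and a set test adjusted p of 0.129. The median was 0.05 without NC replicate 2. The set test gave 0.0186 without NC replicate 3 (0.0186 to 0.744 over the alternatives). MT-ND3 (0.51), MT-ND6 (0.32) and MT-ND2 (0.32) rose and MT-ATP6 (-0.31) fell. Of 15 tested zinc transporters and the zinc sensor, 2 were higher and 4 lower in ZIP (2 and 4 when adjusted over the list alone), with a median log2 fold change of -0.03 and a set test adjusted p of 0.848. Beside SLC30A1, SLC39A8 (-0.24), SLC39A10 (-0.34) and SLC30A4 (-0.57) had the smallest p-values. Of 3 tested metallothioneins, 2 were higher and 0 lower (2 and 0 when adjusted over the list alone), with a median of 0.86.

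Markers of other cell types were scarce. Of those of fibroblasts, COL1A1 and COL6A3 were tested and not called (0.21 and 0.11), at 12.5 ± 1.28 and 2.93 ± 0.698 CPM in NC (SD, n = 3). ESAM of endothelial cells was at 1.85 ± 0.21 CPM in NC (SD, n = 3) and not called (-0.30), and SERPINA1 of hepatocytes was at 92.2 ± 5.97 CPM (SD, n = 3) and not called (-0.08). No leukocyte marker has a row in the table.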
